# Transcriptomic signatures of WNT-driven pathways and granulosa cell-oocyte interactions during primordial follicle activation

**DOI:** 10.1371/journal.pone.0311978

**Published:** 2024-10-23

**Authors:** Hinako M. Takase, Tappei Mishina, Tetsutaro Hayashi, Mika Yoshimura, Mariko Kuse, Itoshi Nikaido, Tomoya S. Kitajima

## Abstract

Primordial follicle activation (PFA) is a pivotal event in female reproductive biology, coordinating the transition from quiescent to growing follicles. This study employed comprehensive single-cell RNA sequencing to gain insights into the detailed regulatory mechanisms governing the synchronized dormancy and activation between granulosa cells (GCs) and oocytes with the progression of the PFA process. *Wntless* (*Wls*) conditional knockout (cKO) mice served as a unique model, suppressing the transition from pre-GCs to GCs, and disrupting somatic cell-derived WNT signaling in the ovary. Our data revealed immediate transcriptomic changes in GCs post-PFA in *Wls* cKO mice, leading to a divergent trajectory, while oocytes exhibited modest transcriptomic alterations. Subpopulation analysis identified the molecular pathways affected by WNT signaling on GC maturation, along with specific gene signatures linked to dormant and activated oocytes. Despite minimal evidence of continuous up-regulation of dormancy-related genes in oocytes, the loss of WNT signaling in (pre-)GCs impacted gene expression in oocytes even before PFA, subsequently influencing them globally. The infertility observed in *Wls* cKO mice was attributed to compromised GC-oocyte molecular crosstalk and the microenvironment for oocytes. Our study highlights the pivotal role of the WNT-signaling pathway and its molecular signature, emphasizing the importance of intercellular crosstalk between (pre-)GCs and oocytes in orchestrating folliculogenesis.

## Introduction

Folliculogenesis is a strictly controlled and dynamic process that is essential for the success of female reproduction. The formation of primordial follicles occurs perinatally in mice [1], with characteristic flattened pre-granulosa cells (pre-GCs) encompassing each oocyte individually [2]. Primordial follicles are particularly important in determining ovarian reserves, serving as a pool of dormant oocytes. A subset of primordial follicles undergoes activation, initiating the irreversible process of folliculogenesis. During primordial follicle activation (PFA) to become primary follicles, pre-GCs develop into cuboidal and proliferative granulosa cells (GCs) and simultaneously oocytes start to grow [3, 4]. Subsequent stages of folliculogenesis include secondary follicles, antral follicles and preovulatory follicles, with only a limited number of oocytes reaching ovulation. This continuous process of folliculogenesis is repeated throughout the reproductive period until menopause. Since the failure of PFA can lead to an inadequate or a transiently excessive supply of oocytes, the precise regulation of PFA is imperative for successful reproduction [5, 6]. Anomalies in PFA are believed to contribute to premature ovarian insufficiency in humans [7]. Nonetheless, how primordial follicle quiescence and activation are regulated is incompletely understood.

PFA is an orchestrated process of somatic cells and oocytes, with bidirectional communication between them being crucial. Therefore, it is important to understand the intricate control of the dynamic states of both GCs and oocytes during PFA. To date, several key molecular components that regulate PFA have been identified. The maintenance of oocyte dormancy relies on the nuclear localization of the transcription factor forkhead box O3 (FOXO3), a reliable indicator of PFA [6, 8]. In oocytes, FOXO3 is phosphorylated and translocated to the cytoplasm via the PI3K-AKT signaling pathway followed by KIT signal transduction, in response to GC-derived ligands which leads to PFA [9]. It is also known that oocyte-derived GDF9 promotes GC cell proliferation [10] and the mTORC1 pathway in pre-GCs contributes to PFA [11]. In addition, environmental factors such as hypoxia, extracellular matrix (ECM)-mediated pressure and nutritional factors have been identified as crucial components in the maintenance of primordial follicles [12, 13]. The oocyte surrounding microenvironments provided by pre-GCs are dynamically changed during PFA associated with GC maturation. Despite research efforts on the molecular components that govern PFA, the complexities of GC-oocyte communication and their dynamic states has remained elusive.

We and other research groups have reported the significant role of WNT signaling in postnatal folliculogenesis in mice. Interestingly, according to a study by De Cian *et al*., the oocyte-GC interaction is also key here, as oocyte-derived RSPO2, a positive regulator of WNT signaling, acts on neighboring GCs [14]. In contrast, our research revealed an autocrine function of WNT signaling in pre-GCs during PFA to permit transformation to GCs. In *Wls* cKO mice, in which somatic cell-derived WNT secretion is suppressed, pre-GCs fail to acquire GC properties upon PFA stimulation, remaining flat, with less cytoplasm and with low cell proliferative activity [15]. Despite the simultaneous activation expected for GCs and oocytes, they failed to synchronize in *Wls* cKO mice—only the oocytes grow and increased in size. However, these oocytes exhibited some immature characteristics such as possible retained dormancy as indicated by the nuclear localization of FOXO3. Since these results suggest that oocyte awakening requires support from functional GCs, *Wls* cKO mice emerge as a valuable tool for investigating the unidentified role of GCs in this context. In this study, we aimed to advance foundational knowledge about folliculogenesis and infertility by uncovering the single-cell resolution regulatory dynamics during PFA using *Wls* cKO mice.

## Results

### Ovaries of *Wls* cKO mice show abnormalities in GCs after PFA

The process of primordial follicle assembly in mice takes place from before birth to postnatal day (PD) 5, followed by the growth of activated primordial follicles starting from PD6 [16–18]. Ovarian samples were collected from wild-type and from *Wls* cKO mice at PD7, with an assumption that the cell populations around the transition from primordial to primary follicles were abundantly present. Subsequently, we conducted fluorescent immunostaining for an oocyte marker, DDX4, and confirmed the presence of primordial, primary and small secondary follicles in control ovaries (Fig 1A). In contrast, *Wls* cKO ovaries contained primordial follicles that appeared normal and primary follicles surrounded by abnormal GCs, which was characterized by the absence of cuboidal and organized GC layers. To quantitatively evaluate the phenotype of *Wls* cKO mice at PD7, we examined the thickness of the GC layer as well as the size of oocytes by employing PAS staining of ovarian sections. An analysis of covariance (ANCOVA) detected a significant disparity in GC thickness between control and *Wls* cKO mice. (Fig 1B). These differences primarily reflect changes in the state of follicles after activation, as both regression lines are close for primordial follicles with diameters less than 20 μm. The underdevelopment of the GC phenotype becomes more prominent at a later stage of folliculogenesis [15]. These results indicate that control and *Wls* cKO mice provide contrasting models to investigate the molecular mechanisms of PFA, and that ovaries at PD7 offer an optimal window for examining PFA.

**Fig 1:**
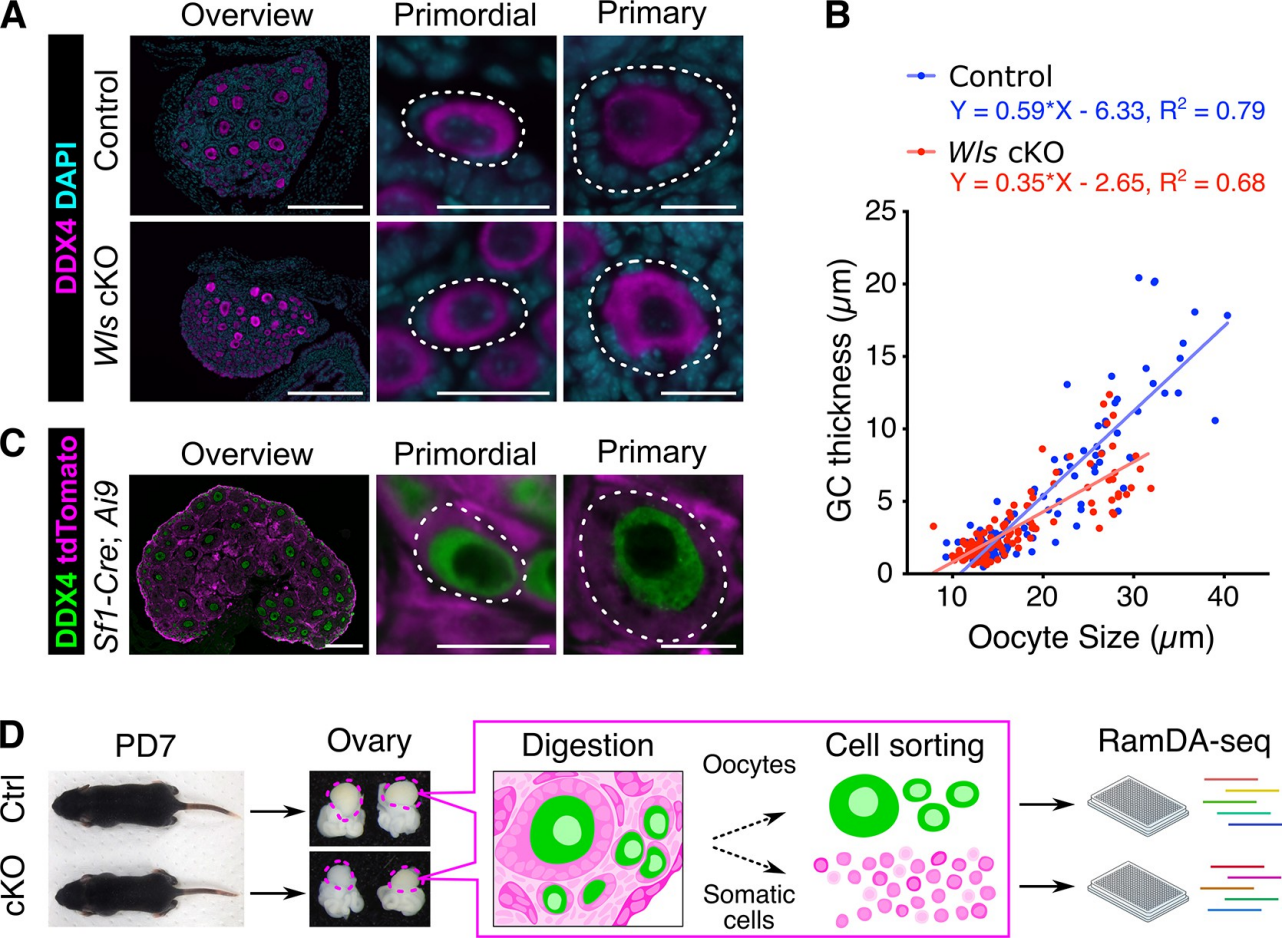
Suppressed WNT signaling in pre-GCs leads to insufficient differentiation of the GC layer in growing follicles. (**A**) Immunofluorescence staining of DDX4 (magenta) in the ovaries of *Wls* cKO mice and littermate control mice at PD7. Nuclei were counterstained with DAPI (cyan). White dotted lines indicate follicles. Scale bars, 200 μm (leftmost panels) or 20 μm (other panels). (**B**) Scatter plot for the distribution of oocyte diameter and GC layer thickness for follicles of *Wls* cKO (n = 161 follicles) and control (n = 241 follicles) mice at PD7. Solid lines represent the linear regression fit with equations. (**C**) Immunofluorescence staining of DDX4 (green) and tdTomato fluorescence (magenta) in the ovaries of 2-week-old *Sf1-Cre;Ai9* mice. (**D**) Experimental design for scRNA-seq analysis. Ovaries from *Wls* cKO (cKO, *Sf1-Cre;Wls*^flox/del^*;Ai9*, n = 8) or littermate control (Ctrl, *Sf1-Cre;Wls*^flox/+^*;Ai9*, n = 3) mice were collected at PD7 after which single-cell suspensions were obtained. scRNA-seq was performed using RamDA-seq and the data were then analyzed.

### Single-cell transcriptome profiling of ovarian cells from *Wls* cKO mice and from control mice identify different cell types

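Single cells from the ovaries of 3 control mice and of 8 Wls cKO mice at PD7 were sequenced with RamDA-seq. For each genotype, the ovaries were pooled into a single suspension and sorted onto a single plate of 381 wells, 286 for tdTomato-positive somatic cells and 95 for KIT-positive oocytes. The targeted gene Wls, whose product carries WNT ligands to the cell surface, lies on chromosome 3 from 159839672 to 159938664 in the GENCODE M21 annotation of GRCm38. In ovarian surface epithelial (OSE) cells Wls stood at 188 CPM (181 to 195) in control and had 2 counts over 31 cells in Wls cKO. In interstitial cells it stood at 68.3 CPM (65.0 to 71.7) in control and 1.35 CPM (0.902 to 1.94) in Wls cKO. Of the GCs, 82 of 82 control cells and 1 of 58 Wls cKO cells expressed Wls at a TPM above 1, against 3 of 78 control oocytes, a cell type in which the Cre driver is not active. The authors trimmed the reads with Fastq-mcf, mapped them to GRCm38 with HISAT2 and counted exons per gene with featureCounts, and they deposited estimated counts and transcript abundances (TPM) for 55487 numbered gene entries without names. Cell type, subcluster, genotype and sort of each well were taken from the deposited labels. The labelled control cells had 73,173 to 1,154,244 counts in genes (median 468,875) and the labelled Wls cKO cells 125260.1 to 1,046,118 (median 472,366). From these counts, CPM values were computed after summing the counts of all cells of a group and scaling the sum to the total of that group, and log2 ratios are given as Wls cKO against control. Gene names were restored for 2520 genes, by pairing the fold and the detection rates that S1, S2, S3 and S6 Tables print for a gene with the entry whose TPM values give the same numbers. These genes are therefore ones that the study selected on the same cells. Intervals in parentheses are 95% and cover counting error, and reads without molecular identifiers are not independent molecules. Because each genotype is 1 pool on 1 plate, genotype and plate cannot be told apart and no test of a genotype difference was made.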

To investigate cell type-specific alterations in gene expression during PFA with or without WNT-signaling, we performed scRNA-seq analysis on the ovaries of control mice and *Wls* cKO mice at PD7 using RamDA-seq, a full-length total RNA-sequencing method for single cells [19]. Due to the low oocyte-to-GC ratio and limited cells from our genetically modified mice, a plate-based method was required. We selected the RamDA-seq method for this study due to its high sensitivity and proven effectiveness in analyzing oocytes [20], ensuring sufficient sequencing depth for each cell. For these analyses, to obtain ovarian somatic cells by flow cytometry, we utilized mice expressing red fluorescence (tdTomato) driven by *Sf1(Nr5a1)*-Cre. Our cryosection analysis revealed the ubiquitous expression of tdTomato in ovarian component cells, including GCs, while DDX4-positive oocytes were tdTomato-negative (Fig 1C). tdTomato-positive somatic cells and KIT-positive oocytes were sorted from PD7 *Wls* cKO mice (*Sf1-Cre;Wls*^flox/del^*;Ai9*) and from their littermate controls (*Sf1-Cre;Wls*^flox/+^*;Ai9*) by cell sorting (S1A and S1B Fig). We obtained the high-quality transcriptome of 286 somatic cells and 95 oocytes collected from control mice and from *Wls* cKO mice (Fig 1D). To ensure the accuracy and reliability of our single-cell RNA sequencing data, we performed a rigorous quality control process (S2A–S2C Fig). 721 high-quality cells were retained for downstream analysis, representing 94.5% of the initial cell population. 

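The number of genes detected separated the wells into those with a transcriptome and those that were nearly empty. Of all wells, 722 (94.8%, 95% interval 92.9 to 96.2%) had more than 8000 genes with a TPM above 0, the minimum stated in the methods. Cell type labels were present for 721 wells, 350 of 381 in control and 371 of 381 in Wls cKO. The labelled cells had 10,020 to 20,975 genes (median 15,528). The 41 wells without a label comprised 16 sorted for somatic cells and 25 sorted for oocytes, and their medians were 743 counts and 259 genes. Of the unlabelled wells, 1 had more genes than the minimum.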

Finally, key quality metrics including the assigned genome rate, mitochondrial gene content, and rRNA percentage were plotted against the PCA plot to confirm the robustness of our QC approach (S3 Fig).

To characterize the ovarian cell type during PFA, the control and *Wls* cKO datasets were analyzed separately. Seurat-based unsupervised clustering and visualization with uniform manifold approximation and projection (UMAP) identified 6 and 7 clusters in the control and *Wls* cKO datasets, respectively, demonstrating substantial differences in those cell populations (Fig 2A and 2B). The top 20 differentially expressed genes (DEGs) for each cluster (Fig 2C, 2D, S1 and S2 Tables) were used to identify corresponding known cell types based on the expression patterns of the included known cell type-specific markers for each cluster on UMAP plots: for oocytes (*Ddx4*), for GCs (*Amh*), for pre-GCs (*Smad3*), for ovarian surface epithelia (OSE) (*Krt19*), for mesenchymal cells (*Col1a1*) and for early theca cells (eTCs) (*Enpep*) (Fig 2E) [21, 22]. 

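The known markers separated the cell types in both genotypes. Krt19, a keratin of epithelial cells, stood at 808 CPM (794 to 822) in control OSE and 705 CPM (689.7 to 721) in Wls cKO OSE, and had no count in 76 cells (a count of 0 allows 0.126 CPM) in control interstitial cells. Col1a1, which encodes a chain of type I collagen, stood at 6454 CPM (6421 to 6486) in control and 11,988 CPM (11,942 to 12,034) in Wls cKO interstitial cells, and at 5951 CPM (5910 to 5992) in control eTCs. In GCs, Col1a1 was at 0.487 CPM in control and 0.188 CPM in Wls cKO. The oocyte gene Zp3, which encodes a protein of the zona pellucida, stood at 1118 CPM (1108 to 1127) in control and 1106 CPM (1095 to 1117) in Wls cKO oocytes, and had no count in 82 cells (a count of 0 allows 0.0636 CPM) in control GCs. Cdkn2c, a marker of eTCs in S1 Table, stood at 116 CPM (109.9 to 121) in eTCs and 2.65 CPM (2.03 to 3.39) in control interstitial cells. No value could be given for Ddx4, Smad3 and Enpep, because the supplementary tables in hand name no entry for them.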

Among the *Col1a1*-positive mesenchymal cells, those with a low expression of *Enpep* were considered interstitial cells. These analyses successfully identified five distinct cell clusters in the control group: pre-GCs, GCs, OSE, interstitial cells (Int), eTCs and single oocyte clusters (OOs) (Fig 2A). 

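Amh, which encodes the anti-Müllerian hormone that GCs of growing follicles secrete, was lower in the GCs of Wls cKO ovaries. It stood at 337 CPM (331 to 342) in 82 control GCs and at 46.1 CPM (43.9 to 48.3) in 58 Wls cKO GCs, a log2 ratio of −2.87 (−2.94 to −2.80). All 82 control GCs and 47 of the Wls cKO GCs had Amh at a TPM above 1. In pre-GCs, Amh stood at 40.2 CPM (37.5 to 43.0) in control and 6.03 CPM (5.33 to 6.78) in Wls cKO, and interstitial cells had 0.336 and 0.697 CPM. Among the named genes with at least 20 CPM in the higher group, Gldn was lowest in Wls cKO GCs, with a log2 ratio of −5.23 (−5.49 to −4.99), followed by Jsrp1 at −4.49 (−5.00 to −4.03). Sfrp1, which encodes a secreted antagonist of WNT ligands, was highest, at 2.28 (2.11 to 2.45). Amh lies on chromosome 10 from 80805243 to 80807648. The median depth was 544770.3 counts in control GCs (range 166,321 to 1,154,244) and 626,654 in Wls cKO GCs (246,103 to 1,046,118).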

Consistent with a previous report [15], expression of *Amh* in the GC cluster was lower in *Wls* cKO mice than in the control mice (Fig 2E). Notably, the *Wls* cKO ovaries exhibited an absence of the eTC population, while two additional clusters were present in the GC lineage (altered (alt)-GCs) and in oocytes (altered (alt)-OOs) (Fig 2B). 

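The somatic sort of control ovaries gave eTCs as 24 of 272 cells (8.82%, 95% interval 5.74 to 12.8%). In Wls cKO ovaries, eTCs were 0 of 284 cells, which allows a share of up to 1.06%. Altered GCs were 29 of 284 cells (10.2%, 95% interval 6.95 to 14.3%) in Wls cKO and 0 of 272 in control. Among sorted oocytes, altered oocytes were 31 of 87 cells (35.6%, 95% interval 25.6 to 46.6%) in Wls cKO and 0 of 78 in control, which allows up to 3.85%. Pre-GCs were 101 of 284 cells (35.6%, 95% interval 30.0 to 41.4%) in Wls cKO and 49 of 272 cells (18.0%, 95% interval 13.6 to 23.1%) in control. The clusters were drawn for each genotype separately, so a share reflects both the cells present and where the boundary of a cluster was set.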

The lack of an eTC population in *Wls* cKO ovaries aligns with the absence of normal developing follicles, as theca cells are typically recruited around the secondary follicle stage. 

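Altered GCs carried genes of GCs at levels that differed from gene to gene. Inhbb, which encodes the beta B subunit of inhibins and activins, stood at 892 CPM (875 to 909) in 29 altered GCs and 1135 CPM (1124 to 1146) in Wls cKO GCs, while Amh stood at 4.79 CPM (3.64 to 6.19) in altered GCs. Pdlim4, whose product binds actin through PDZ and LIM domains, was higher in altered GCs, at 181 CPM (174 to 189) against 35.9 CPM (34.0 to 37.8) in the Wls cKO GCs and 14.5 CPM (13.4 to 15.6) in control GCs. It was expressed at a TPM above 1 in 28 of 29 altered GCs. Hsd3b1, an enzyme of steroid synthesis, stood at 1466 CPM (1444 to 1487) in altered GCs, 327 CPM (321 to 333) in Wls cKO GCs and 433 CPM (427 to 439) in control GCs. Both Wls cKO groups came from 1 plate.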

The alt-GC cluster identified in *Wls* cKO samples was characterized by a moderate GC marker expression and DEGs such as *Pdlim4* and *Hsd3b1* (Fig 2D and 2E). The alt-oocyte cluster in *Wls* cKO samples expressed well-known oocyte-specific markers in the DEGs, such as *Zp3*, *Lhx8* and *Gdf9*, closely resembling the overall gene expression patterns of the oocyte cluster (Fig 2D). Nevertheless, it exhibited lower values in various quality assessments, including reduced ratios of reads mapping to the intronic region (percent intron), decreased total reads and fewer detected genes compared to the oocyte cluster (Fig 2E and S1C and S1D Fig) (for details, see the oocyte subpopulation analysis below). 

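Altered oocytes carried the oocyte genes. Zp3 stood at 1554 CPM (1535 to 1574) in 31 altered oocytes and 1106 CPM (1095 to 1117) in other Wls cKO oocytes, a log2 ratio of 0.49 (0.47 to 0.51), and Nlrp5 was lower, at −0.57 (−0.60 to −0.54). Gdf9, a growth factor secreted by oocytes, stood at 446 CPM (436 to 457) in altered oocytes and 328 CPM (322 to 334) in other Wls cKO oocytes. Lhx8, a transcription factor of the germ line, stood at 416 CPM (406 to 426) and 331 CPM (325 to 337). Of 18 measured oocyte growth and maternal genes, 12 were higher and 6 lower in altered oocytes, with a median log2 ratio of 0.23 (−0.02 to 0.45). All 42 measured cytosolic ribosomal protein genes were higher, with a median of 0.22 (0.17 to 0.25). Kcnq1ot1, a long RNA that stays in the nucleus, was −1.85 (−2.05 to −1.66) on the log2 scale, and Ttn −1.36 (−1.38 to −1.33).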

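The share of reads from introns was lower in altered oocytes than in other oocytes. It was 12.7 ± 6.12% (SD over 31 cells) in altered oocytes, 27.4 ± 3.66% in 56 other Wls cKO oocytes and 30.1 ± 7.21% in 78 control oocytes. Altered oocytes had a median of 552,402 counts, against 622,922 in other Wls cKO oocytes. This is a log2 ratio of −0.17, of counts in exons and not of all reads. They had a median of 17,287 genes against 18860.5. After every cell was thinned to 330000 reads, 14,675 ± 455 genes (SD, 28 cells) were detected in altered oocytes and 15,589 ± 267 (SD, 55 cells) in other Wls cKO oocytes. The cells of both groups came from the same plate, and they are not replicate animals.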

Since oocytes in *Wls* cKO mice are genetically normal, their growth is predicted to be hindered by their interaction with abnormal GCs. Altogether, we identified six and seven different ovarian cell types for control and *Wls* cKO ovaries, respectively, including altered cell maturation without WNT-signaling in GCs, and characterized the gene expression features of each cell type.

**Fig 2:**
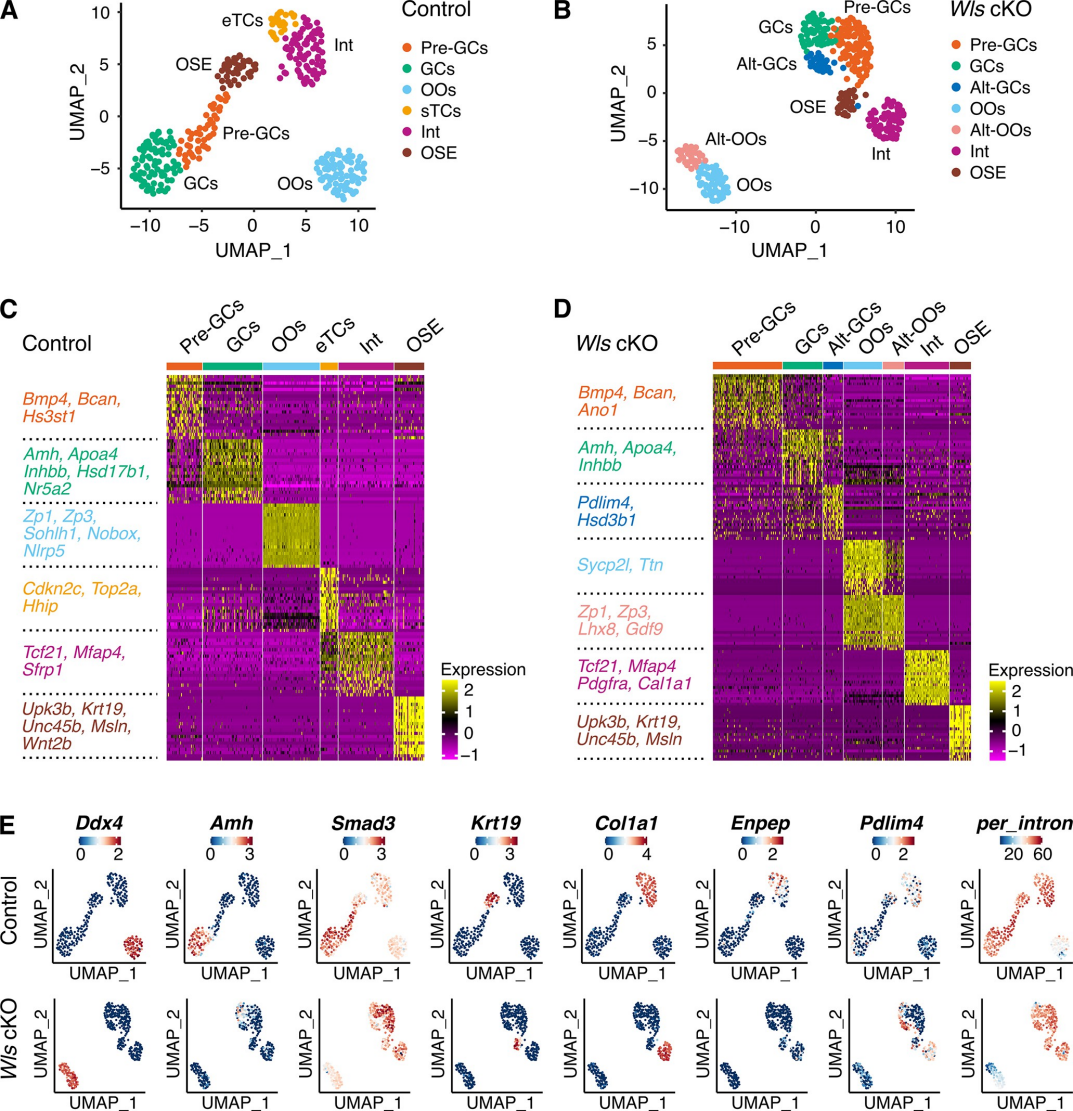
scRNA-seq of PD7 ovaries reveals a cellular signature derived from *Wls* cKO mouse ovaries. (**A, B**) Uniform manifold approximation and projection (UMAP) plots of unbiased clustering of ovarian cells from control mice (**A**, *Sf1-Cre;Wls*^flox/+^*;Ai9*, n = 350 cells) or from *Wls* cKO mice (**B**, *Sf1-Cre;Wls*^flox/del^*;Ai9*, n = 371 cells), where each dot represents an individual cell that is color-coded based on its identified clusters. (**C, D**) Heatmap of the top 20 DEGs of each cluster for control (**C**) or *Wls* cKO (**D**) samples. The value for each gene is the row-scaled Z-score. Representative DEGs for each cell type are listed on the left. (**E**) UMAP plots showing the expression levels of selected marker genes (*Ddx4*, *Amh*, *Smad3*, *Krt19*, *Col1a1*, *Enpep* and *Pdlim4*) or the ratio of intronic reads (*per_intron*). The color scale represents the gene expression level scaled by the Z-score.

### Distinct subclusters in GC maturation and their molecular signatures

To investigate the GC development process during PFA, we conducted a subpopulation analysis of GCs by integrating data from control (pre-GCs and GCs in Fig 2A) and from *Wls* cKO (pre-GCs, GCs and alt-GCs in Fig 2B) cells. Since our RamDA-seq technique has been known to produce highly reproducible data between batches [19], we integrated two data without any batch corrections to avoid the loss of biological difference between genotypes. In fact, possible artifacts during library preparation were rejected based on UMAP clustering analysis using ERCC RNA spike-in showing a highly mixed genotype-independent distribution (S4A Fig). Furthermore, PCA for whole cells showed that the major PC axes were not associated with genotype (S4B Fig), although detailed exploration found minor effects around PC4 and PC5. These results validated our measure of data integration.

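Cell type, not genotype, set the leading axes. In a PCA of the 2000 most variable gene entries over the labelled cells, PC1 held 33.3% of the variance, PC2 12.0% and PC3 4.68%. Differences between cell types made up 99.2% of the variance along PC1, 94.5% along PC2 and 84.8% along PC3. Genotype made up 0.00152%, 0.964% and 0.102% along the same axes. Along PC4, PC5 and PC6, which held 1.96%, 1.26% and 0.962% of the variance, genotype made up 26.5%, 14.1% and 20.4%.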

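Cells of the GC lineage lay mostly beside cells of their own genotype. Among the 10 nearest neighbours of each cell on 10 principal components, 92.7% of those of control cells were control cells, where a random mixture would give 40.3%. For Wls cKO cells the share was 94.1%, where a mixture would give 59.4%. The separation was not limited to the lineage, since OSE cells, clustered on their own, had 94.4% of neighbours from their own genotype in control (mixture, 56.3%) and 83.5% in Wls cKO (42.3%). Oocytes were more mixed, with 69.6% in control (56.6%) and 73.2% in Wls cKO (42.6%).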

The samples from *Wls* cKO and control ovaries exhibit mostly non-overlapping distributions on the UMAP dimensionality reduction, indicating a genotype-dependent developmental trajectory (Fig 3A). That analysis identified six distinct subgroups with specific DEGs (referred as G1–G6 subclusters), which sheds light on GC lineage development during PFA (Fig 3B–3D and S3 Table). 

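The GC lineage comprised 128 control and 188 Wls cKO cells with a deposited subcluster label. Control cells fell into G1 (20 cells), G2 (24) and G3 (84), and Wls cKO cells into G1 (17), G2 (1), G4 (81), G5 (60) and G6 (29). The median depth was 381,467 counts in G1 control and 384,422 in G1 Wls cKO. It was 465,148 in G2 control, 544,381 in G3, 462,555 in G4, 610,663 in G5 and 412,031 in G6. The labels were used as deposited and the counts of the cells of each subcluster and genotype were summed, with no batch correction. By their cell type labels, G1 included 1 OSE cell in each genotype, G3 2 pre-GCs and G5 4 pre-GCs. The comparison of mature cells was G5 against G3, that of transition cells G4 against the control cells of G2, and that of pre-GCs G1 between the genotypes. The part of S3 Table in hand holds 1998 marker genes, all of G3, so most named genes had been chosen as higher in G3 than in the rest of the lineage. A lower level in G5 or G1 of such genes is not independent evidence of its direction. The share of counts from 12 named mitochondrially encoded mRNAs, which are not all mitochondrial transcripts, was lower in Wls cKO. It was 0.403% in G1 control and 0.224% in G1 Wls cKO, and 0.456% in G3 and 0.319% in G5. The share of reads from introns was 47.2 ± 3.31% (SD over cells) in G3 and 41.3 ± 7.35% in G5. Over all 8302 gene entries with at least 20 CPM in G3 or G5, the median log2 ratio was 0.00, with quartiles of −0.21 and 0.21.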

Next, we examined the gene expression patterns across the identified subclusters. The heatmap of the top 20 DEGs for each subcluster (Fig 3C) highlighted distinct molecular profiles, while the dot plots (Fig 3D) illustrated key marker gene expression across subclusters. Below, we provide a detailed description of the defining features of each subcluster, in the order of Control and then *Wls* cKO.

**Fig 3:**
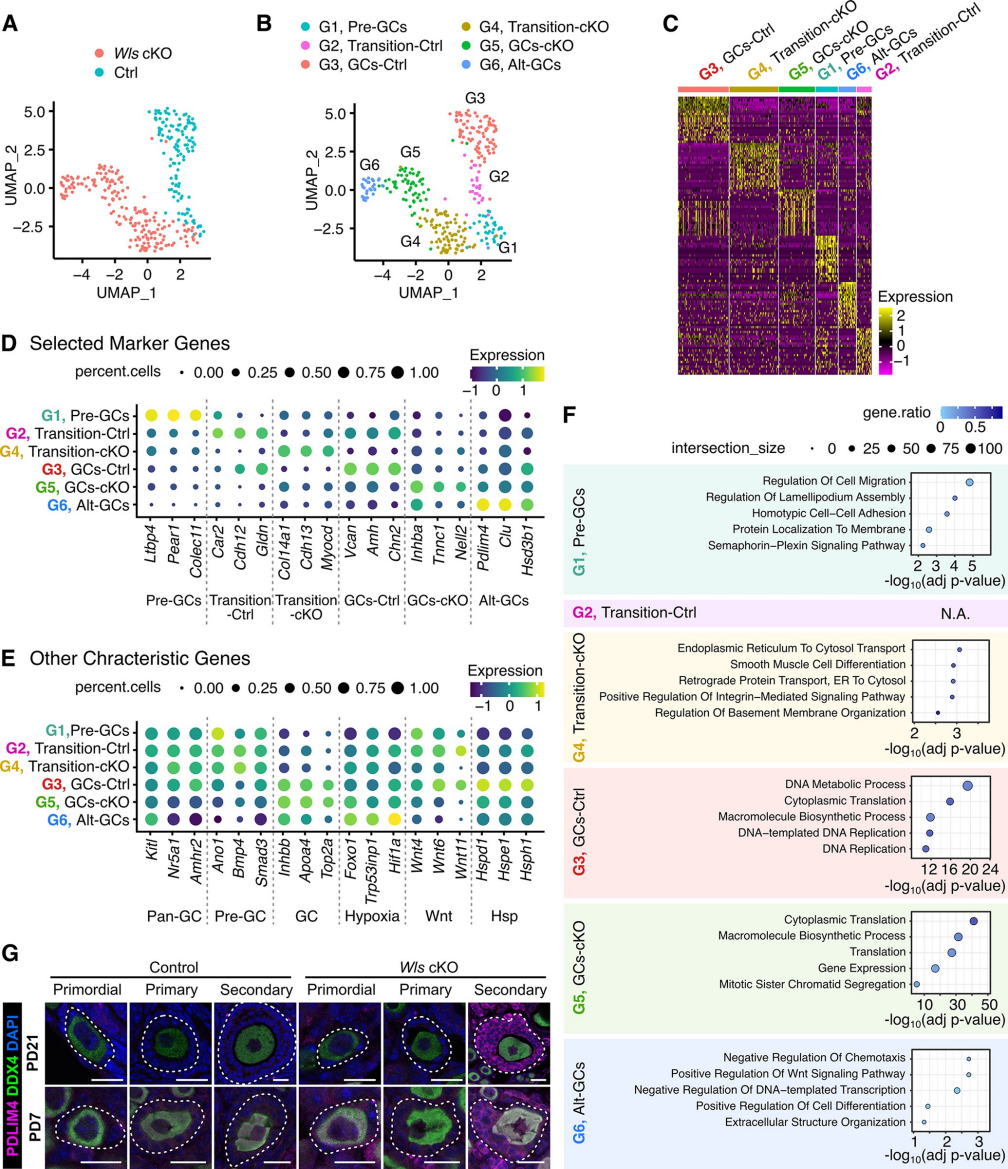
Integrated subpopulation analysis identifies distinct subgroups in GC lineages. (**A**) UMAP plot of GCs color-coded by genotype (Ctrl, blue; *Wls* cKO, red). (**B**) UMAP plot showing the different cell subclusters belonging to the GC lineage. (**C**) Heatmap of the top 20 DEGs of each subcluster. (**D, E**) Dot plots showing the expression of selected markers for subclusters or characteristic features. The dot size represents the ratio of cells expressing a specific marker (TPM > 1), while the color indicates the expression level scaled by the Z-score. (**F**) Representative significantly enriched GO terms for DEGs of the GC subcluster. (**G**) Immunofluorescence staining of PDLIM4 (magenta) and DDX4 (green) in the ovaries of PD7 and 3-week-old *Wls* cKO mice and littermate control mice. Nuclei were counterstained with DAPI (blue). White dotted lines indicate follicles. Scale bars, 10 μm (Primordial) and 20 μm (Others).

Within the G1 subcluster, *Wls* cKO and control samples were closely positioned and comprised both cell types (Fig 3A and 3B), further indicating the successful integration of the two datasets. 

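G1 held both genotypes in near-equal numbers, but its cells lay mostly beside cells of their own genotype. It comprised 20 control and 17 Wls cKO cells, with 69.5% and 74.1% of nearest neighbours from the cell's own genotype. A random mixture of the lineage would give 40.3% and 59.4%. The shares were 98.0% in G3, 98.3% in G4 and 92.7% in G5. These subclusters hold 1 genotype each, so their shares do not measure how mixed G1 is. Within G1, Axin2, which encodes a feedback inhibitor of β-catenin, was lower in Wls cKO. It stood at 28.3 CPM in control and 1.48 CPM in Wls cKO, a log2 ratio of −4.26 (−5.34 to −3.35). Of 20 canonical WNT target genes listed beforehand, 6 were named and measured, 5 of them lower in Wls cKO, with a median of −1.53 (−4.26 to 0.76), an interval that includes 0, and 5 of the named genes are markers of G3 in S3 Table. Rnf43, a membrane protein that removes WNT receptors, was at −1.83, and Bmp4, also on the list, at 0.76. Interstitial and stromal markers were higher in the Wls cKO cells of G1, 6 of 6 measured, with a median of 1.96 (1.59 to 3.21). Each genotype contributes cells from a single plate.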

Notably, known mature GC markers such as *Inhbb* and *Apoa4* were markedly down-regulated in this cluster (Fig 3E). Conversely, *Smad3*, a gene associated with pre-GCs [21], was highly expressed, identifying this subcluster as pre-GCs (Fig 3E). Additionally, a proliferation marker *Top2a* was downregulated in this subcluster, indicating a rather quiescent cell state (Fig 3E). 

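Both genes of mature GCs were low in G1. Inhbb stood at 11.3 CPM (9.00 to 13.9) in G1 control and 21.1 CPM (17.8 to 24.9) in G1 Wls cKO, against 649 CPM (641 to 656) in G3. Apoa4, which encodes an apolipoprotein, stood at 1.29 CPM (0.628 to 2.41) in G1 control and had no count in 17 cells (a count of 0 allows 0.443 CPM) in G1 Wls cKO, against 24.7 CPM (23.4 to 26.2) in G3. Of 15 measured genes of GC maturation, all were higher in G3 than in G1 of control, with a median log2 ratio of 4.26 (2.88 to 5.85). Of the 15 named genes of this list, 12 are markers of G3 in S3 Table.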

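Genes of the cell cycle were lower in G1 than in G3 of control, and Top2a was near the detection limit in G1. Top2a, which encodes the topoisomerase that untangles chromosomes at division, stood at 1.48 CPM (0.719 to 2.58) in G1 control, and 2 of 20 cells had it at a TPM above 1. In G1 Wls cKO it had no count in 17 cells (a count of 0 allows 0.443 CPM). In G3 it stood at 216 CPM (212 to 220.1) and in 52 of 84 cells. All 27 measured cell cycle genes were higher in G3 than in G1 of control, with a median log2 ratio of 5.05 (3.63 to 6.48).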

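In control cells, Vcan and Amh were higher at each step from G1 to G2 and G3. Vcan, which encodes the matrix proteoglycan versican, stood at 24.3 CPM (21.0 to 28.1) in G1, 197 CPM (189 to 205) in G2 and 518 CPM (511 to 524) in G3. Amh stood at 0.524 CPM (0.143 to 1.34) in G1, 69.2 CPM (64.5 to 74.2) in G2 and 332 CPM (327 to 337) in G3. At a TPM above 1, Vcan was found in 83 of 84 and Amh in 84 of 84 cells of G3. Chn2, which encodes a GTPase-activating protein, stood at 43.9 CPM (42.0 to 45.8) in G3 and 15.8 CPM in G1 control.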

Focusing on the trajectory of the control GCs, the highest expression of the known GC markers *Vcan* and *Amh* in the G3 subcluster led to the assumption they are mature GCs (GCs-Ctrl) (Fig 3D). The G2 subcluster displayed an intermediate gene expression between pre-GCs and GCs-Ctrl, and therefore were presumed to be in the transition state (Transition-Ctrl).

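G2 lay between G1 and G3 for most gene entries. Of 2652 entries that differed at least 2-fold between G1 and G3 of control, 2223 (83.8%) had a level in G2 between the other two. The median position was 0.52 of the way from G1 to G3 on the log2 scale, with quartiles of 0.29 and 0.72. Hsd3b1 followed this order, with 0.654 CPM in G1, 80.5 CPM (75.4 to 85.9) in G2 and 433 CPM (427 to 439) in G3. Ano1, which encodes a chloride channel, ran the other way, with 2685 CPM (2648 to 2722), 865 CPM (848 to 882) and 205 CPM (201 to 209). Bmp4 was outside this order, with its highest level in G2 control.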

Analogously, the G5 subcluster was designated as GC-cKO due to its higher expression of the known GC markers *Inhbb* and *Apoa4* within the *Wls* cKO GC trajectory (Fig 3E). However, GCs-cKO does not fully acquire the typical transcriptome properties of normal GCs, as indicated by the insufficient expression of *Vcan* and *Amh*, suggesting an aberrant activation (Fig 3D). 

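Within the Wls cKO cells, Inhbb and Apoa4 were higher in G5 than in G4. Inhbb stood at 1089 CPM (1078 to 1099) in G5, 47.9 CPM (45.7 to 50.2) in G4 and 954 CPM (936 to 971) in G6, close to G5. Apoa4 stood at 35.3 CPM (33.4 to 37.2) in G5, 3.71 CPM (3.11 to 4.39) in G4 and 14.8 CPM (12.7 to 17.1) in G6. Compared with G3 of control, both were higher in G5, by a log2 ratio of 0.75 (0.73 to 0.77) for Inhbb and 0.51 (0.40 to 0.62) for Apoa4. The 15 measured genes of GC maturation went both ways between G5 and G3, with 7 higher and 8 lower and a median of −0.01 (−0.91 to 0.64).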

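Vcan and Amh were both lower in G5 than in G3. Vcan stood at 56.0 CPM (53.7 to 58.5) in G5, a log2 ratio of −3.21 (−3.27 to −3.14) against G3, and was found at a TPM above 1 in 39 of 60 cells. Amh stood at 44.5 CPM (42.4 to 46.7) in G5, a log2 ratio of −2.90 (−2.97 to −2.83), and was found in 46 of 60 cells. Both were above their level in G4, where Vcan stood at 8.90 CPM (7.96 to 9.93) and Amh at 6.90 CPM (6.07 to 7.81). Of 72 named genes that were lower by at least 1 on the log2 scale in both parts of the plate, Gldn, which encodes the secreted protein gliomedin, ranked first at −5.25 (−5.51 to −5.01). Mmp2, a matrix metalloprotease, was at −3.91 (−4.24 to −3.60) and Cntn4, a contactin, at −3.35 (−3.53 to −3.17). Higher by the same rule were 5 named genes, among them Sfrp1 at 2.28 (2.12 to 2.44) and Chrdl1, which encodes a BMP antagonist, at 1.16 (1.08 to 1.25). Most names come from the markers of G3, so these counts do not compare the directions. From the low Vcan and Amh, the paper proposes that the activation of Wls cKO GCs is aberrant.

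**Figure D1:**
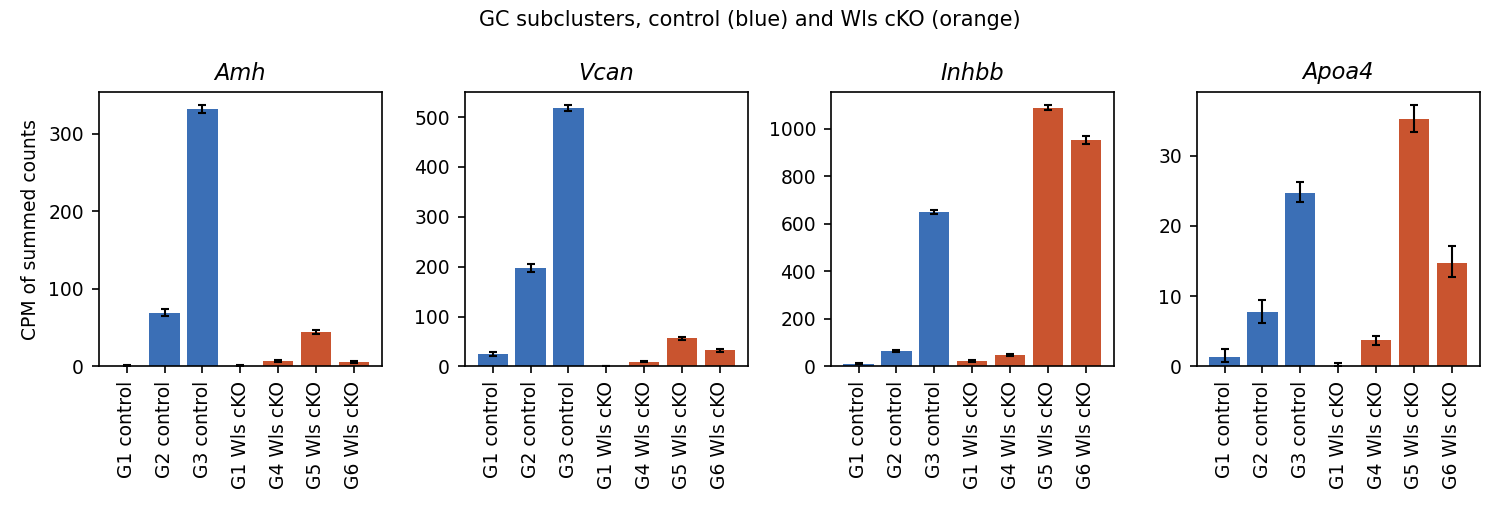
Bars are the CPM of the summed counts of each GC subcluster, control in blue and Wls cKO in orange, with 95% counting intervals. Vcan and Amh are highest in G3 and Inhbb is highest in G5.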

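Among Wls cKO cells, 2356 of 2772 gene entries (85.0%) that differed at least 2-fold between G1 and G5 had a level in G4 between the other two. The median position was 0.48 of the way from G1 to G5 on the log2 scale, with quartiles of 0.26 and 0.69. Ano1 stood at 2042 CPM (2008 to 2076) in G1, 1072 CPM (1061 to 1082) in G4 and 75.3 CPM (72.6 to 78.1) in G5. Nr5a2, a nuclear receptor that GCs need for ovulation, stood at 43.6 CPM (38.8 to 48.9), 229 CPM (224 to 234) and 637 CPM (629 to 645) in the same order. Between G4 and the control cells of G2, Amh had a log2 ratio of −3.33 (−3.54 to −3.12) and Vcan of −4.47 (−4.64 to −4.30).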

The G4 subcluster positioned between GCs-cKO (G5) and pre-GCs (G1) was identified as Transition-cKO. Lastly, the G6 subcluster exhibits the lowest expression of the pan-GC markers *Nr5a1* and *Amhr2* (Fig 3E). 

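Amhr2, the receptor for anti-Müllerian hormone, was lowest in G6 among the subclusters. It stood at 138 CPM (132 to 145) in G6 and 211 CPM (206 to 216) in G5. In G3 it stood at 386 CPM (381 to 392), in G2 control at 381 CPM (369.6 to 392) and in G4 at 366 CPM (360.0 to 372). G1 had 319 CPM (307 to 332) in control and 258 CPM (246 to 270.4) in Wls cKO. Between G5 and G3 the log2 ratio was −0.87 (−0.91 to −0.83). Nr5a1 has no named entry.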

The underdevelopment of GCs-cKO could lead to the altered GC (Alt-GCs; G6) subcluster characterized by marker genes linked to stress responses, such as *Pdlim4* and *Clu* (Fig 3D). 

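Pdlim4 and Clu were highest in G6 among the GC subclusters. Pdlim4 stood at 177 CPM (169.6 to 185) in G6, 33.4 CPM (31.5 to 35.2) in G5 and 14.4 CPM (13.4 to 15.6) in G3, and it was found at a TPM above 1 in 28 of 29 cells of G6. Clu, which encodes the secreted chaperone clusterin, stood at 5793 CPM (5750.4 to 5836) in G6, 1654 CPM (1641 to 1667) in G5 and 1352 CPM (1342 to 1363) in G3. Genes of the cell cycle were lower in G6 than in G5, all 27 measured, with a median log2 ratio of −3.86 (−5.98 to −2.55). Stc1, which encodes the hormone stanniocalcin, was higher in G6 by 5.35 (4.98 to 5.74) on the log2 scale, and Edn1, which encodes endothelin, by 2.49 (2.31 to 2.68). G6 and G5 came from the same plate.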

The consistent expression pattern of PDLIM4 was observed by immunostaining of ovarian sections from control and *Wls* cKO mice at PD7 and at 3-week-old (Fig 3G). The results revealed a robust expression of PDLIM4 in GCs of secondary follicles in *Wls* cKO ovaries, while a minimal expression of PDLIM4 was observed in the entire GC lineage of control ovaries. Therefore, the Alt-GC subcluster in *Wls* cKO ovaries likely includes GCs from secondary follicles and their subsequent developmental stages. Together, analysis of the subcluster distribution reveals that in *Wls* cKO ovaries, pre-GCs undergo a distinct differentiation trajectory shortly after the PFA.

Note that the annotations for subclusters in this analysis, although some of them share identical names, may not precisely match those in Fig 2 due to the finer classification. 

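The pre-GC gene Bmp4, a signalling protein of the BMP family, peaked in the transition subclusters of both genotypes. It stood at 133 CPM (126 to 139) in G2 control and 184 CPM (179 to 188) in G4, against 29.5 CPM (25.8 to 33.7) in G1 control and 50.1 CPM (44.9 to 55.7) in G1 Wls cKO. In G3 it stood at 18.3 CPM (17.1 to 19.5) and in G6 at 3.31 CPM (2.37 to 4.51). Ano1 was lowest in G6, at 7.37 CPM (5.92 to 9.07). Inhbb stood at 63.3 CPM (58.8 to 68.1) in G2 control and 954 CPM (936 to 971) in G6, and Apoa4 at 7.69 CPM (6.18 to 9.50) in G2 control and 14.8 CPM (12.7 to 17.1) in G6. Smad3 and Kitl have no named entry.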

By comprehensively examining markers for the broad GC lineage (*Kitl*, *Nr5a1* and *Amhr2*), the pre-GCs as depicted in Fig 2 (*Ano1* and *Bmp4*) and the mature GCs (*Inhbb* and *Apoa4*), we observed an expected but gradual variation between subclusters (Fig 3E). 

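Wnt6 and Wnt11 were lower in Wls cKO than in control cells of the same stage. Wnt6 stood at 104 CPM (101 to 107) in G3 and 22.6 CPM (21.2 to 24.2) in G5, a log2 ratio of −2.20 (−2.31 to −2.10). In the transition cells it stood at 80.8 CPM (75.6 to 86.2) in G2 control and 43.7 CPM (41.6 to 45.9) in G4, and in G1 at 55.7 CPM (50.6 to 61.3) in control and 38.1 CPM (33.6 to 43.1) in Wls cKO. Altered GCs of G6 had 8.45 CPM (6.89 to 10.3). Wnt11 stood at 13.1 CPM (12.1 to 14.1) in G3 and had 4 counts over the 60 cells of G5, a log2 ratio of −6.97 (−8.85 to −5.61). It stood at 16.6 CPM (14.3 to 19.1) in G2 control and had no count in 81 cells (a count of 0 allows 0.0824 CPM) in G4. Wls itself was at 47.8 CPM (45.8 to 49.7) in G3 and 2.21 CPM (1.77 to 2.73) in G5, with 1 of 60 cells of G5 above a TPM of 1. Wnt4 has no named entry.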

We also observed the anticipated reduced production of WNT ligands (*Wnt4*, *Wnt6* and *Wnt11*), which have been reported to be expressed in GC lineages, in *Wls* cKO subclusters (G3, G4 and G6) [15]. Additionally, we noticed the inclusion of heat shock proteins (*Hspd1*, *Hspe1* and *Hsph1*) specifically in the marker genes of the GC-Ctrl (G3) subgroup, suggesting a potential dependence on WNT signaling for that response.

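Heat shock proteins were lower in G5 than in G3 as a group. Hsph1, a large co-chaperone of the HSP70 family, stood at 997 CPM (988 to 1006) in G3 and 202 CPM (198 to 207) in G5, a log2 ratio of −2.30 (−2.34 to −2.27). Hspd1 and Hspe1, which encode the mitochondrial chaperonin and its cofactor, had log2 ratios of −0.90 (−0.95 to −0.85) and −1.44 (−1.50 to −1.37). Of 31 chaperones and heat shock proteins listed beforehand, 22 were named and measured, and all were lower in G5, 7 of them by more than 1 on the log2 scale. Of the named genes of this list, 20 are markers of G3 in S3 Table, so their direction is not independent evidence. Their median was −0.62 (−1.44 to −0.23), below that of every one of 10000 random lists matched on mean CPM, drawn either from all gene entries or from the named ones. Hsp90b1, a chaperone of the endoplasmic reticulum, was near 0 at −0.01. The same genes were also lower outside the GC lineage, in cells that did not enter the choice of the markers, with medians of −0.95 (−2.54 to −0.57) in interstitial cells and −0.46 (−0.75 to −0.23) in OSE cells, and −0.10 (−0.21 to −0.01) in oocytes. In G1 the median was −0.57 (−1.15 to −0.27).

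**Figure D2:**
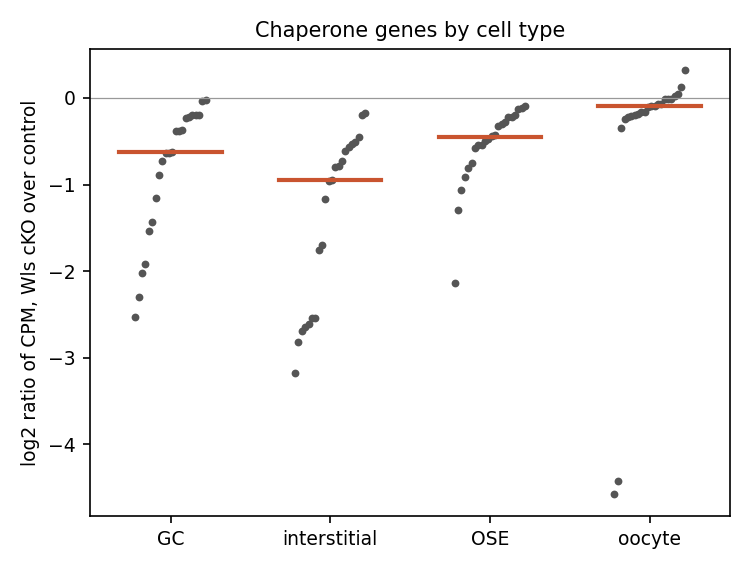
Each point is the log2 ratio of CPM, Wls cKO over control, of 1 chaperone gene, by cell type. Points lie below 0 for every gene in interstitial cells and OSE and near 0 for most genes in oocytes.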

Next, we proceeded to examine the biological features of each identified subcluster using Gene ontology (GO) analysis of DEGs. That analysis revealed the presence of distinct characteristics of GC cells and illustrated the aberrant maturation pathway in *Wls* cKO ovaries (Fig 3F). For example, the pre-GC (G1) subcluster exhibited GO terms and marker genes linked to cell migration and adhesion, indicating a unique cellular behavior in pre-GCs as a common mechanism in the early stages of GC development. The Transition-Ctrl (G2) subcluster did not yield significant GO terms, primarily due to the limited number of DEGs. Nevertheless, a few marker genes related to calcium regulation and the ECM were identified, such as *Cdh12* (Fig 3D). 

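Cdh12, which encodes a cadherin, was highest in the control cells of G2. It stood at 14.3 CPM (12.2 to 16.6) there, and 17 of 24 cells had it at a TPM above 1. It stood at 8.22 CPM (7.43 to 9.07) in G3 and 3.66 CPM (2.44 to 5.30) in G1 control. In Wls cKO cells Cdh12 had no count in 81 cells (a count of 0 allows 0.0824 CPM) in G4 and no count in the 17 cells of G1.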

Although the Transition-cKO (G4) subcluster included GO terms related to the ECM, such as "positive regulation of integrin-mediated signaling pathway", the most prominent term was "endoplasmic reticulum to cytosol transport." This process is thought to be crucial for maintaining cellular homeostasis by eliminating damaged proteins from the ER, suggesting a response to stressful environments. The GC-Ctrl (G3) subcluster exhibited terms linked to cell proliferation and protein synthesis. In contrast, the cell proliferation-related term was not significantly enriched in the GC-cKO (G5) subcluster, which is consistent with our previous findings that *Wls* cKO GCs exhibited reduced proliferation [15]. Nevertheless, the GC-cKO (G5) subcluster showed somewhat similar characteristics to the GC-Ctrl (G3) subcluster, such as the enrichment of terms related to protein translation. 

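Genes of protein synthesis were higher in G3 than in G1 of control. All 42 named and measured genes of cytosolic ribosomal proteins were higher in G3, with a median log2 ratio of 1.05 (0.97 to 1.12) and 25 above 1. Among cell cycle genes, Cdk1, the kinase that drives entry into mitosis, stood at 108 CPM in G3 and 2.36 CPM in G1. Mcm2, a subunit of the replicative helicase, stood at 221 and 17.1 CPM. Ssrp1, a subunit of a histone chaperone, stood at 179 CPM (175 to 183) in G3 and 86.2 CPM (79.7 to 93.0) in G1. Of the ribosomal genes, 38 are markers of G3 in S3 Table.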

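Cell cycle genes differed little as a group between G5 and G3. Of 27 measured, 14 were higher and 13 lower in G5, none by more than 1 on the log2 scale, and the median log2 ratio was 0.01 (−0.22 to 0.24), of either sign under other processing (−0.26 to 0.10). Tpx2 was on the higher side, at 0.42, as was Cdc20, at 0.41, and on the lower side were Mcm5, at −0.62, and Dut, at −0.68. Top2a stood at 264 CPM (259 to 269) in G5 and was found at a TPM above 1 in 36 of 60 cells. Of the 27 named genes of this list, 25 are markers of G3 in S3 Table, a choice that favours a lower level in G5.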

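Ribosomal protein genes stood at nearly the same level in G5 and G3. Of 42 measured, 20 were higher and 22 lower in G5, with a median log2 ratio of −0.01 (−0.04 to 0.05). Compared with G1 of Wls cKO, all 42 were higher in G5, with a median of 0.83 (0.79 to 0.91). In G6 they were lower than in G5, with a median of −0.44 (−0.49 to −0.40).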

The Alt-GC (G6) subcluster corresponded to the Alt-GC cluster in the entire ovarian cell dataset of Figs 2 and 3B). The Alt-GC (G6) subcluster is primarily characterized by the GO terms of suppression of cellular movement and transcription. While not statistically significant in the GO term analysis, it came to our attention that the Alt-GC (G6) subcluster exhibited elevated expression of hypoxia-related genes (*Foxo1*, *Trp53inp1* and *Hif1a*), implying a deteriorating cellular environment (Fig 3E). Collectively, our analysis revealed a pivotal role for WNT signaling in the rigorous transcriptome activation and subsequent maturation of GC lineages during PFA and depicted the gene expression signatures for each GC type.

### WNT-dependent and independent gene regulatory network during the maturation of GCs

To further characterize differences and similarities between WNT-signaling dependent and independent GC transcriptome activation during PFA, we conducted DEG analysis using the singleCellHaystack method [23]. This approach allowed us to identify broader patterns of gene expression changes without relying on the explicit clustering of cells. Based on the expression kinetics of the top 1,000 genes of the 4,156 DEGs detected, our analysis identified four distinct DEG clusters (designated as clusters 1–4) after careful evaluation (Fig 4A and S4 Table). When clusterings with five or more groups were tested, they contained additional clusters with subtle differences in expression kinetics (S5 Fig). Thus, we inferred that four clusters effectively represented the overview of the heterogeneity of expression kinetics. Clusters 1 and 2 showed similar expression kinetics between control and *Wls* cKO GCs, with the former and the latter genes being up- and down-regulated, respectively, after the pre-GC activation (Fig 4A). 

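Genes that S5 Table lists under cluster 1 were higher in mature GCs of both genotypes. That table gives the genes of enriched GO terms, so it holds a part of each cluster, chosen by function. All 89 named genes were higher in G3 than in G1 of control, with a median log2 ratio of 1.22 (1.12 to 1.35), and all were higher in G5 than in G1 of Wls cKO, with a median of 1.13 (0.98 to 1.34). The 6 named genes of cluster 2 in that table had medians of −2.03 (−3.71 to −1.03) and −1.55 (−4.76 to −1.23). Of the cluster 1 genes, 85 are markers of G3 in S3 Table, and the study chose all of these genes on the same cells, so their direction is not independent evidence. The printed cluster column of S4 Table assigns genes differently, since 102 of the 291 genes that S5 Table lists by cluster have the same number in S4 Table (35.1%, where unrelated numbers would give 34.6%). Over GC lineage cells, genes that share a number in S4 Table were no more alike than others (mean r 0.291 and 0.291). For S5 Table these means were 0.454 and 0.0170. Its genes were chosen by shared function, so the tables are not compared on like genes.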

Interestingly, these likely WNT-signaling independent DEGs account for 81% of the highly DEGs (cluster 1: 536 genes, cluster 2: 274 genes). In contrast, clusters 3 and 4 had fewer DEGs (cluster 3: 101 genes, and cluster 4: 89 genes), but showed contrasting regulation between control and *Wls* cKO GCs in the broad developmental stage of GCs (Fig 4A). These results suggest that, even in *Wls* cKO GCs, the majority of the transcriptome profiles associated with GC activation are still preserved. However, the absence of autocrine WNT-signaling interferes with essential pathways crucial for proper GC development.

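In clusters 1 and 2 of S4 Table, 97.3% (95.2 to 98.7%) of 377 named genes had the same direction in both genotypes. The comparisons of mature GCs with pre-GCs were G3 against G1 in control and G5 against G1 in Wls cKO. Markers of G3 in S3 Table made up 233 of the 250 named genes of cluster 1 and 118 of the 127 of cluster 2. For both clusters, a higher level in G3 than in G1 thus follows largely from the naming. Nr5a2 was among the genes with the same direction, at 3.05 in control and 3.87 in Wls cKO on the log2 scale. Colec11, a collectin, was lower in mature GCs of both, at −5.91 and −8.46. Genes that share a printed number were no more alike over cells than others. The 97.3% may thus describe all genes of the table as much as clusters 1 and 2.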

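By the gene lists of S5 Table, cluster 4 was lower and cluster 3 higher in G5 than in G3. These lists hold only members of enriched GO terms, 18 genes of cluster 4 and 41 of cluster 3. The paper counts 89 and 101 genes in these clusters. All 16 named genes of cluster 4 were lower in G5, with a median log2 ratio of −1.25 (−1.75 to −0.67), and 10 were lower by more than 1. They include Stra6, a receptor for retinol-binding protein, at −1.38, Vegfa, the vascular growth factor, at −0.67, and Ccnd2, the cyclin D of GCs, at −0.64. Of the same genes, 12 were lower in Wls cKO in interstitial cells, with a median of −1.19 (−2.73 to 0.04), an interval that includes 0, and 15 in OSE cells, with −0.86 (−1.30 to −0.31). All 16 are markers of G3 in S3 Table, so the direction in GCs is not independent evidence. Of cluster 3, 4 of the 41 listed genes are named, and all were higher in G5, with a median of 0.85. The reading by S5 Table was chosen after the values had been seen. With the cluster numbers printed in S4 Table, the 42 named genes of cluster 3 had a median of −0.20 (−0.28 to −0.02) and the 47 of cluster 4 a median of −0.06 (−0.19 to 0.03). Among 10000 random lists of named genes matched on mean CPM, these medians lay at percentiles 66.0 and 99.6. Among lists drawn from all gene entries they lay at percentiles 0.09 and 15.9. The named genes of cluster 3 that are not in S3 Table, 6 in all, had a median of 0.30 (0.14 to 2.00).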

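Most gene entries that differed between pre-GCs and mature GCs of control differed in the same direction in Wls cKO. Of 2625 entries with at least 20 CPM in G1 or G3 of control and a difference of at least 1 on the log2 scale between these, 2533 (96.5%, 95% interval 95.7 to 97.2%) differed in the same direction between G5 and G1 of Wls cKO, and 1880 (71.6%) by at least 1. Over the 6158 entries with at least 20 CPM in all 4 groups, which leaves out genes near 0 in any of them, the log2 ratios of the genotypes had a Pearson r of 0.824 and a Spearman rho of 0.803 across genes, which are not independent replicates. The slope through 0 was 0.851. The step to the transition cells was less alike, with 960 of 1100 entries in the same direction, by the same choice of entries. Wnt6 departed from the common direction, with a log2 ratio between mature GCs and G1 of 0.90 (0.76 to 1.05) in control and −0.75 (−0.95 to −0.55) in Wls cKO. The choices of entries were made after the values had been seen. From the expression kinetics of its gene clusters, the paper proposes that most of the transcriptome associated with GC activation is preserved in Wls cKO GCs.

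**Figure D3:**
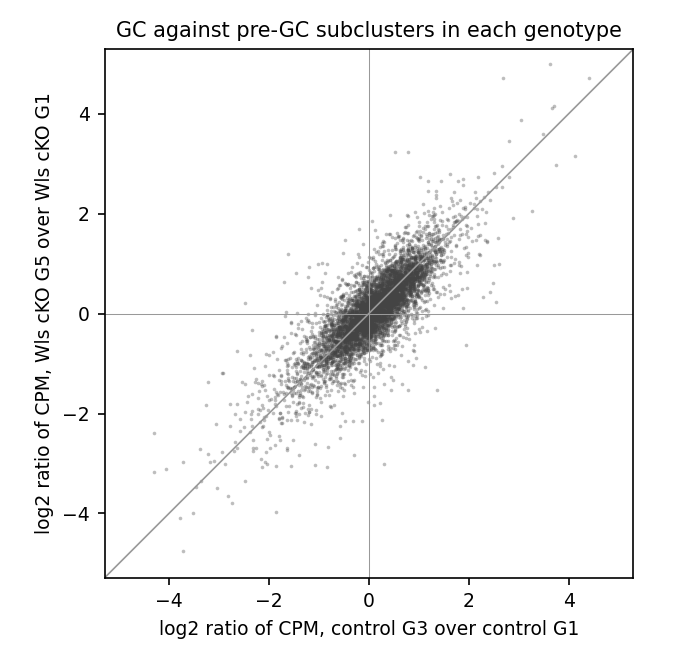
Each point is 1 gene entry with at least 20 CPM in all 4 groups, by its log2 ratio of CPM of G3 over G1 in control (horizontal) and of G5 over G1 in Wls cKO (vertical). The points follow a rising line, with a slope through 0 of 0.851.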

**Fig 4:**
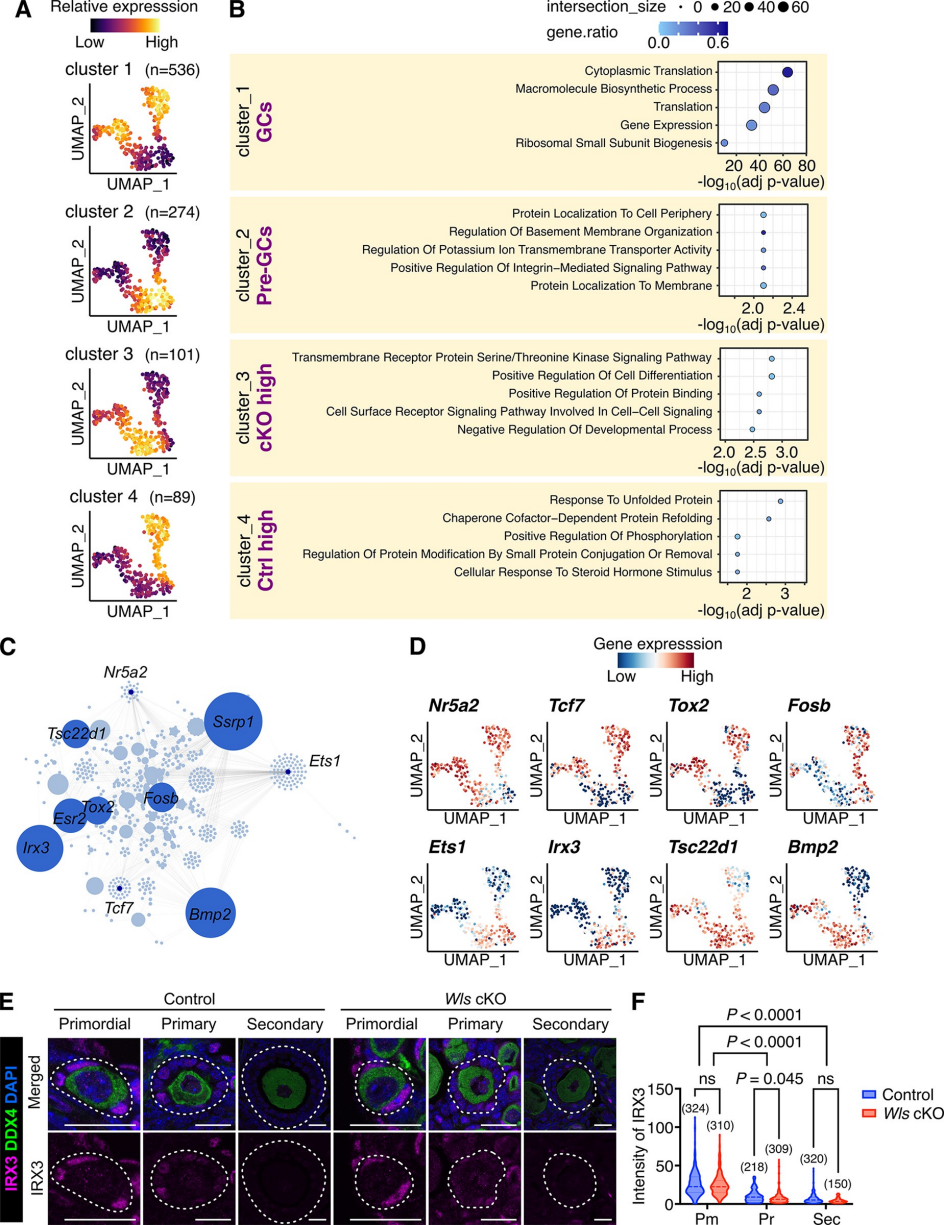
Similarities and differences in gene regulatory dynamics in GC activation between control and *Wls* cKO mice. (**A**) UMAP plot showing the average expression level of the genes in each cluster defined by hierarchical clustering (cutting into *k* = 4) of DEGs identified by the singleCellHaystack method. (**B**) Representative enriched GO terms of the clusters. (**C**) Regulatory networks visualizing potential key transcriptional regulators involved in GC differentiation. The top 10 nodes are colored dark blue. (**D**) UMAP plots showing expression levels of selected potential hub genes (*Nr5a2*, *Tcf7*, *Tox2*, *Fosb*, *Ets1*, *Irx3*, *Tsc22d1* and *Bmp2*). The color scale represents the gene expression level scaled by the Z-score. (**E**) Immunofluorescence staining of IRX3 (magenta) and DDX4 (green) in the ovaries of 3-week-old *Wls* cKO mice and littermate control mice. Nuclei were counterstained with DAPI (blue). White dotted lines indicate follicles. Scale bars, 20 μm. (**F**) Violin plots showing fluorescence intensity of IRX3 in (pre-)GCs determined from images similar to those in (E). Horizontal lines represent the median. Statistical comparison was performed by two-way ANOVA with Sidak’s multiple comparisons test; ns denotes not significant. Pm, primordial; Pr, primary; Sec, secondary follicles. Sample numbers are indicated in parentheses.

To elucidate the functional significance of the transcriptional profiles generated through the singleCellHaystack-based clustering, we performed an enrichment analysis (Fig 4B and S5 Table). That analysis revealed a significant upregulation of pathways associated with GC activation, which were either unaffected or affected by WNT signaling. Post-activation GCs (cluster 1) included GO terms linked to active protein synthesis, regardless of the presence or absence of WNT signaling. 

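The named genes that S5 Table lists under cluster 1 include genes of ribosome assembly and of protein folding. Nop56, a core protein of small nucleolar RNA complexes, had a log2 ratio of 1.31 between G3 and G1 in control and 1.83 between G5 and G1 in Wls cKO. Npm1, the nucleolar protein nucleophosmin, had 1.37 and 1.25, and Cct2, a subunit of the cytosolic chaperonin, 1.01 and 1.18. Between G5 and G3, the cluster 1 genes of that table had a median log2 ratio of −0.07 (−0.14 to −0.01), with 32 higher and 57 lower in G5. In interstitial cells their median between the genotypes was −0.51 (−0.55 to −0.42) and in OSE cells −0.28 (−0.39 to −0.20).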

In pre-GCs (cluster 2), genes associated with cell-cell adhesion are highly expressed, which suggests that the maintenance of plasma membrane integrity is important for their function. Our data also provide additional support for the importance of ECM production by pre-GCs, which reinforces the notion that a rich ECM surrounding primordial follicles is crucial for maintaining oocyte dormancy [13]. *Wls* cKO GC lineage (cluster 3) contains GO terms such as "transmembrane receptor protein serine/threonine kinase signaling pathway" and "positive regulation of cell differentiation". These up-regulated genes included those encoding proteins related to activation of the TGFβ/BMP pathway (*Bmp2*, *Bmp4* and *TGFB1l1*) (S5 Table). 

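Bmp4 was the only one of the 3 genes of this pathway that has a named entry. It was higher in Wls cKO in each stage, with a log2 ratio of 0.76 in G1, 0.47 in G4 against G2 and 0.85 (0.73 to 0.98) in G5 against G3. Under other processing, the last of these ranged from 0.40 to 1.57. The other named genes of cluster 3 in S5 Table were Chrdl1, at 2.04 in G4 against G2, Lamb1, which encodes a laminin chain of the basement membrane, at 0.85 in G5 against G3, and Myo1e, which encodes a class I myosin, at 0.27. Bmp2 and Tgfb1i1 have no named entry.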

The inappropriate intercellular signaling may lead to instability or incorrect cell lineage identity. 

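The genes of protein folding that S5 Table lists under cluster 4 were lower in G5 than in G3. Hspa1b and Hspa1a, the inducible HSP70 proteins, had log2 ratios of −1.86 and −1.75. Hsp90aa1, the inducible HSP90, was at −1.13, Hspa8, the constitutive HSP70, at −0.70 and Ubb, which encodes ubiquitin, at −0.66. In G1 the log2 ratios between the genotypes were −3.58 for Hspa1b and −1.15 for Hsp90aa1. Under other processing these ranged from −4.46 to −2.82 and from −1.36 to −0.75, and that of Hsph1 from −4.40 to −0.80. Dnajb1, a co-chaperone outside that table's cluster 4, was at −2.30 in G5 against G3.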

Remarkably, in the control GC lineage (cluster 4), genes associated with the maintenance of proteostasis and response to steroid hormone stimulus were up-regulated, which appears to be a hallmark of functional GCs that require WNT signaling.

Next, we investigated regulators of the pre-GC to GC transition-associated changes in gene expression. We conducted gene co-expression analysis using GENIE3 [24] with the top 1,000 DEGs identified through singleCellHaystack analysis. That analysis revealed core hub genes in GCs and their expression kinetics during PFA in relation to WNT signaling (Fig 4C and 4D). 

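Nr5a2, Tcf7 and Tox2 were all higher in mature GCs than in pre-GCs of the same genotype. Nr5a2 stood at 407 CPM (402 to 413) in G3, against 49.1 CPM in G1 control, and its log2 ratio between G5 and G3 was 0.64 (0.62 to 0.67). Tcf7, a transcription factor that acts with β-catenin, stood at 89.0 CPM (86.4 to 91.7) in G3 and 70.6 CPM (68.0 to 73.3) in G5, and at 23.7 CPM (20.4 to 27.4) in G1 control and 6.65 CPM (4.85 to 8.90) in G1 Wls cKO. Tox2, an HMG-box transcription factor, stood at 139 CPM (136 to 142) in G3 and 222 CPM (217 to 227) in G5, and at 7.20 and 2.96 CPM in G1.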

*Nr5a2*, *Tcf7* and *Tox2*, associated with cluster 1, were expressed in both *Wls* cKO and control GCs (Fig 4D). Those genes have been reported to play critical roles in GC function and fate determination [25–27]. *Ets1* and *Irx3*, which are enriched in cluster 2, were highly expressed in pre-GCs (Fig 4D). The expression patterns of these two genes are consistent between control and *Wls* cKO GCs, showing high expression before activation. *Ets1* has been implicated in the pathogenesis of polycystic ovary syndrome [28, 29], while *Irx3* has been reported to be essential for oocyte quality control through ECM production [30, 31]. *Tsc22d1* and *Bmp2*, which are upregulated in cluster 3 of *Wls* cKO GCs, have been linked to the TGFβ/BMP pathway, potentially affecting the failure of transition from pre-GC to GC. *Fosb* is exclusively expressed in control GCs like cluster 4 (Fig 4D). 

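Fosb, an AP-1 transcription factor that cells induce on stimulation, was lower in mature GCs of Wls cKO. It stood at 602 CPM (595 to 609) in G3 and 65.3 CPM (62.8 to 68.0) in G5, a log2 ratio of −3.20 (−3.26 to −3.14), and at 853 CPM (837 to 871) in G2 control and 81.1 CPM (78.2 to 84.1) in G4. In G1 it stood at 487 CPM (471 to 503) in control and 527 CPM (510.2 to 545) in Wls cKO, a difference whose sign depended on the processing, and in G6 at 335 CPM (325 to 346). Fos and Jun, its relatives, had log2 ratios of −1.44 and −0.86 in G5 against G3. All 3 genes were also lower in Wls cKO in interstitial cells, with a median of −1.95, and in OSE cells, with −1.44.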

The expression of *Fosb* has been documented in GCs and in luteal cells, suggesting its involvement in GC differentiation [32, 33]. To further validate these transcriptional findings, we performed qPCR analysis on *Fosb*, *Bmp2*, and *Tsc22d1* using cDNA from the same samples analyzed in our scRNA-seq data (S6A and S6B Fig). The qPCR results confirmed the differential expression patterns observed in the sequencing data, showing upregulation of *Bmp2* and *Tsc22d1* in *Wls* cKO GCs and increased *Fosb* expression in control GCs. These findings strengthen the link between WNT signaling and the regulation of these genes. Immunostaining for the inferred hub regulator IRX3 validated the depicted expression kinetics, showing higher expression in pre-GCs that decreased during the maturation process, with no notable difference between control and *Wls* cKO groups (Fig 4E and 4F). Taken together, our analysis characterized the molecular signature of unexpected similarities and key differences in the landscape of GC transcriptome activation during PFA between the presence or absence of WNT signaling and identified their possible core regulators.

### Transcriptomic consequences in oocytes that are impacted by disrupted WNT signaling and GC mis-differentiation

We then investigated the impact of disrupted WNT signaling on GC maturation on the oocyte transcriptome during PFA. We conducted a subpopulation analysis by integrating data from both the control (Oocyte in Fig 2A) and *Wls* cKO (Oocyte in Fig 2B) datasets, excluding the altered oocyte cluster from the analysis. The clustering analysis with Seurat identified three distinct subclusters inferred as O1; Dormant, O2; Activated-Ctrl, and O3; Activated-cKO (Fig 5A–5D). These subclusters were annotated according to the known increased expression patterns of maternal genes associated with PFA, such as *Zp1*, *Zp2*, *Zp3* and *Gdf9* (Fig 5E). 

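The oocyte subclusters comprised 74 control and 56 Wls cKO oocytes with a deposited label. O1 held 29 control and 24 Wls cKO cells, O2 held 41 and 5, and O3 held 4 and 27. The median depth was 578910.1 counts in O1 control, 536599.6 in O1 Wls cKO, 691,098 in the control cells of O2 and 684,986 in the Wls cKO cells of O3. The counts of the control cells of O1 and O2 and of the Wls cKO cells of O1 and O3 were summed, so that each comparison of genotypes set one group of control cells against one group of Wls cKO cells at the same stage. Mitochondrially encoded mRNAs were lower in Wls cKO oocytes, 0.325% of counts against 0.508% in control. All 12 measured were lower in O1, with a median log2 ratio of −0.52 (−0.57 to −0.39), and in O3 against O2, with −0.71 (−0.83 to −0.59). S6 Table, which names most oocyte genes used here, holds 316 markers of O2, 61 of O1 and 10 of O3, and O2 consists mostly of control cells, so a lower level of such genes in O3 is not independent evidence of its direction. The expression of GC genes in oocyte wells was low, with Amh at 0.0824 CPM (0.0224 to 0.211) in control and 0.344 CPM (0.178 to 0.601) in Wls cKO oocytes. Over 8311 gene entries with at least 20 CPM in O2 or O3, the quartiles of the log2 ratio were −0.14 and 0.16.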

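The maternal genes were higher in O2 and O3 than in O1 of the same genotype. Zp2 and Zp3, proteins of the zona pellucida, had log2 ratios of 0.98 and 0.85 between O2 and O1 in control, and 0.95 and 0.93 between O3 and O1 in Wls cKO. Zp1 stood at 257 CPM (249 to 264) in O1 control, 558 CPM (549.8 to 567) in O2 control, 303 CPM (294 to 313) in O1 Wls cKO and 434 CPM (424 to 444) in O3 Wls cKO. Gdf9 had log2 ratios of 0.57 in control and 0.54 in Wls cKO. Of 18 measured oocyte growth and maternal genes, 17 were higher in O2 than in O1 of control, with a median of 0.82 (0.48 to 1.27). In Wls cKO, 17 were higher in O3 than in O1, with a median of 0.70 (0.40 to 1.08). Of the 18 genes, 13 are markers of O2 in S6 Table. The paper also named the stages by the levels of Zp1, Zp2, Zp3 and Gdf9, so these directions are not independent evidence.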

The dormant cluster consisted of both control and *Wls* cKO mice-derived oocytes (Fig 5B). 

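The Wls cKO oocytes of O1 carried more Dlk1 than the control oocytes. Dlk1, which encodes a transmembrane relative of the Notch ligands, stood at 15.9 CPM in control and 54.2 CPM in Wls cKO, a log2 ratio of 1.77 (1.56 to 1.98). Hes1, a target of Notch signalling, was at 1.26 (1.06 to 1.47) and Crabp1, which binds retinoic acid, at 1.17 (1.05 to 1.28). These were the only 3 named genes with a difference of at least 1 on the log2 scale in both parts of the plate and at least 20 CPM, and none was lower by this rule. Dlk1 was abundant in interstitial cells, at 240.2 CPM in control and 4358 CPM in Wls cKO.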

Upon oocyte activation, we found a subtle change in gene expression patterns between the control and *Wls* cKO samples, detecting a small number of DEGs that characterized each sub-cell type (Dormant (O1): 61, Activated-Ctrl (O2): 316, Activated-cKO (O3): 10) (S6 Table).

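Few named genes differed widely between the genotypes in activated oocytes. Between O3 and O2, no named gene with at least 20 CPM differed by 1 or more on the log2 scale in both plate parts. By the same rule, 19 did between O2 and O1 in control. Both counts cover named genes only, 4.54% of entries, many of them chosen as markers of O2 or G3. Over all entries with a mean of at least 20 CPM, the quartiles were −0.137 and 0.164 in O3 against O2. They were −0.145 and 0.105 in O2 against O1, so the spread between genotypes was no smaller than that between stages. Over the whole plate, Nlrp5 was lower in O3, at −1.04 (−1.06 to −1.02), as was Dppa5a, but each was below this size in 1 of the parts, at −0.92 and −0.91. Of the genes that differed between O2 and O1, Zar1, a maternal factor of the early embryo, was at 2.99 (2.76 to 3.23) and Npm2, a histone chaperone of the egg, at 2.13 (1.90 to 2.37). Over all gene entries with at least 20 CPM in all 4 groups, 31 differed by at least 1 between O2 and O1 in control, and all 31 differed in the same direction between O3 and O1 in Wls cKO. The log2 ratios of the genotypes had a Pearson r of 0.717 and a Spearman rho of 0.657 across these 7781 entries. With at least 20 CPM in O1 or O2 of control alone, 83 of 89 entries that differed by at least 1 had the same direction in Wls cKO.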

**Fig 5:**
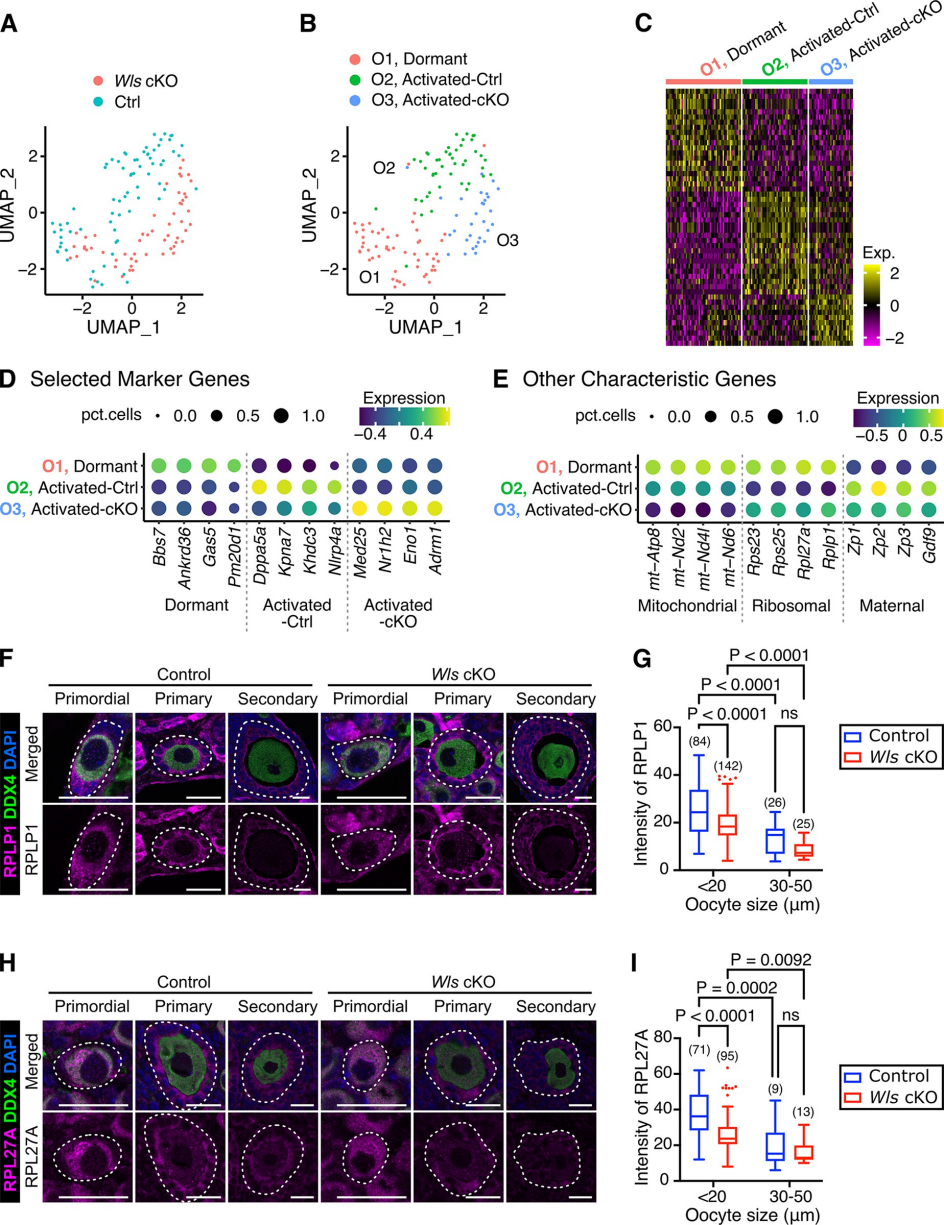
Distinct gene expression patterns in dormant and in activated oocytes under the influence of insufficient GC maturation. (A) UMAP plot of oocytes color-coded by genotype (Ctrl, blue; *Wls* cKO, red). (B) UMAP plot showing the different cell subclusters of oocytes. (C) Heatmap of the top 20 DEGs of each subcluster; for the activated-cKO subcluster, all 10 DEGs were used. (D, E) Dot plots showing the expression of selected markers for subclusters or characteristic features. The dot size represents the ratio of cells expressing a specific marker (TPM > 1), while the color indicates the average gene expression level scaled by the Z-score. (F) Immunofluorescence staining of RPLP1 (magenta) and DDX4 (green) in the ovaries of 3-week-old *Wls* cKO mice and littermate control mice. Nuclei were counterstained with DAPI (blue). White dotted lines indicate follicles. Scale bars, 20 μm. (H) Immunofluorescence staining of RPL27A (magenta) and DDX4 (green) in the ovaries of *Wls* cKO mice and littermate control mice at PD7. Nuclei were counterstained with DAPI (blue). White dotted lines indicate follicles. Scale bars, 20 μm. (G, I) Boxplots depicting fluorescence intensity of RPLP1 (G) or RPL27A (H) in oocytes determined from immunofluorescent images. Sample numbers are indicated in parentheses. Statistical comparison was performed by two-way ANOVA with Sidak’s multiple comparisons test; ns denotes not significant.

Prior to a detailed examination of these subclusters, we outlined the features of the excluded altered oocyte cluster. 

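In a PCA over all 78 control, 56 Wls cKO and 31 altered oocytes, PC1 held 7.90% of the variance, and 51.2% of the variance along it lay between altered and other oocytes. PC2 held 2.02% and followed the level of Zp3 over cells, with a Spearman rho of 0.825, and the forward scatter of the sort, with 0.464. Along PC1 the rho with Zp3 was −0.00320. Cells of 1 pool are not independent animals, so no test was made.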

Principal component analysis (PCA) across all oocyte samples revealed a representation of altered oocyte characteristics in PC1, whereas PC2 appeared to represent oocyte growth (S7A Fig). 

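The forward scatter of altered oocytes, a measure of cell size in the sort, was 131 ± 14.2 (SD over cells), against 135 ± 11.4 in other Wls cKO oocytes and 136 ± 15.1 in control oocytes. Zp2 stood at 2490.1 CPM (2466 to 2514) in altered oocytes, and Zp1 at 579 CPM (567 to 590.3). Nlrp5, a maternal gene of the growing oocyte, stood at 898 CPM (884 to 913) in altered and 1332 CPM (1319.9 to 1344) in other Wls cKO oocytes.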

Analysis of developmental oocyte marker expression and flow cytometry-derived cell size data indicated a mixed composition of dormant and activated oocytes within the altered oocyte subcluster (S7B Fig). The significantly low values for total sequence and percent intron, referred to in Fig 2E, suggest transcriptional inactivity in the altered oocytes (S7C Fig). 

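Altered oocytes differed from other Wls cKO oocytes in the share of unspliced RNA by more than the spread of cells. Their intron share was lower than that of other Wls cKO oocytes by 14.7 percentage points, which is 2.92 SDs of cells, while their median total of counts was 0.887 times that of the others, by counts in exons and not all reads. Ttn, a very long gene, stood at 843 CPM in altered and 2156 CPM in other Wls cKO oocytes. The imprinted gene Peg3 was at −1.07 (−1.13 to −1.01) on the log2 scale. The 12 named mitochondrially encoded mRNAs made up 0.368% of counts in altered oocytes. From the low total and the low intron share, the paper proposes that altered oocytes are transcriptionally inactive.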

Factor loading in the PCA suggests that these distinct characteristics result from a widespread reduction in gene expression, including *Mdm4*, known for its anti-apoptotic role (S7D and S7E Fig). While our data did not provide insights into the reasons behind the transcription repression, the altered oocytes were presumed to be weakened cells, warranting their exclusion to focus on the transcriptomic changes associated with PFA.

DEGs for the Dormant (O1) subcluster encompass *Ankrd36*, whose mutation has been implicated in diminished ovarian reserve [34], as well as *Pm20d1*, which has been noted for its potential involvement in the pathogenesis of polycystic ovary syndrome [35, 36] (Fig 5D). 

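Ankrd36 and Pm20d1 were highest in O1 in both genotypes. Ankrd36 stood at 27.2 CPM (24.8 to 29.9) in O1 control and 34.2 CPM (31.0 to 37.5) in O1 Wls cKO, against 17.5 CPM (16.0 to 19.1) in O2 control and 20.1 CPM (18.1 to 22.2) in O3 Wls cKO. Pm20d1, which encodes an enzyme that makes N-acyl amino acids, stood at 5.69 CPM (4.63 to 6.97) and 4.06 CPM (3.02 to 5.34) in O1, against 1.66 CPM (1.22 to 2.21) in O2 and 1.60 CPM (1.06 to 2.28) in O3.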

DEGs for the Activated-Ctrl (O2) subcluster contain famous oocyte-specific genes typically found in mature oocytes like *Dppa5a*, *Kpna7*, *Khdc3* and *Nlrp4a* [37–40], whereas the Activated-cKO (O3) subcluster showed lower expression of these genes (Fig 5D). 

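The maternal genes Dppa5a, Kpna7 and Nlrp4a were lower in O3 than in O2. Dppa5a, an RNA-binding protein of oocytes, had a log2 ratio of −1.09 (−1.20 to −0.98), with 106 CPM in O2 and 49.8 in O3. Kpna7, a nuclear importin of oocytes, had −0.87 (−0.98 to −0.77), with 95.2 and 51.9 CPM. Nlrp4a had −1.35, with 11.8 and 4.60 CPM, and was found at a TPM above 1 in 31 of 41 cells of O2 and 13 of 27 of O3. Its ratio ranged from −2.15 to −0.71 under other processing. Khdc3, part of the subcortical complex of the egg, had −0.13 (−0.36 to 0.09), an interval that includes 0, and its sign depended on the processing. Of 18 measured oocyte growth and maternal genes, 15 were lower in O3, with a median of −0.26 (−0.64 to −0.11), and 13 of them are markers of O2 in S6 Table. In O1 their median between the genotypes was −0.23 (−0.62 to −0.05). Dppa5a and Kpna7 were already lower in Wls cKO within O1, at −1.02 and −1.02.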

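Nr1h2, Eno1 and Adrm1 were all higher in O3 than in O2, each by less than 1 on the log2 scale. Adrm1, the ubiquitin receptor of the proteasome, stood at 145 CPM (141 to 149.6) in O2 and 197 CPM (191 to 204) in O3, a log2 ratio of 0.44 (0.38 to 0.51). Nr1h2, a nuclear receptor for oxysterols, had 0.55 (0.47 to 0.64) and Eno1, the enolase of glycolysis, 0.40 (0.32 to 0.48). As a group, the 5 measured genes of glycolysis had a median of −0.01, and the 10 of nuclear oxidative phosphorylation a median of −0.03 (−0.24 to 0.33).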

Among the 10 DEGs of the Activated-cKO (O3) subcluster, genes such as *Nr1h2*, which has been implicated in lipid metabolism, *Eno1*, linked to glycolysis, and *Adrm1*, a constituent of proteasomes, imply a shift in trophic status (Fig 5D).

Due to the limited number of DEGs, GO analysis yielded only a few significant terms (S7 Table). Yet, we observed high expression levels of mitochondrial genes and ribosome-related genes in the Dormant (O1) subcluster (Fig 5E), which have been documented in previous studies [41]. 

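Mitochondrially encoded mRNAs were higher in O1 than in O2 of control. All 12 measured were lower in O2, with a median log2 ratio of −0.42 (−0.55 to −0.35). The subunit mt-Nd2 of complex I stood at 229 CPM (221 to 236) in O1 control and 157 CPM (152 to 162) in O2 control, and at 175 CPM (168 to 182) in O1 Wls cKO and 102 CPM (97.0 to 106) in O3 Wls cKO. Of 42 measured genes of cytosolic ribosomal proteins, 33 were lower in O2 than in O1, by a smaller median of −0.08 (−0.18 to −0.04). Rplp1 had a log2 ratio of −0.46 and Rpl27a of −0.40. Between the genotypes, Rplp1 stood at 284 CPM (276 to 292) in O1 control and 401 CPM (390.2 to 412) in O1 Wls cKO, and Rpl27a at 117 CPM (112 to 122) and 179 CPM (172 to 186). These RNA levels go the other way from the protein. The paper's staining, which for RPLP1 used older mice, found less of both proteins in the smallest Wls cKO oocytes. The ribosomal protein genes had a median of 0.18 (0.10 to 0.24) in O1 and 0.19 (0.08 to 0.21) in O3 against O2.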

Immunostaining verified the expression levels of RPLP1 and RPL27A in DDX4-positive oocytes (Fig 5F and 5H). Both RPLP1 and RPL27A showed the highest expression in oocytes smaller than 20 μm, which are presumed to be dormant in primordial follicles (Fig 5G and 5I), while downregulated expression of RPLP1 and RPL27A was noted in oocytes 30–50 μm diameter, which are often observed in secondary follicles. In oocytes smaller than 20 μm, *Wls* cKO mice showed a significantly lower intensity of these ribosomal proteins compared to controls, although the difference was not substantial.

We then examined DEGs using the singleCellHaystack method to test how GC mis-differentiation in *Wls* cKO ovaries affects the transcriptome of interacting oocytes. That analysis identified 1,132 DEGs that were effectively represented by four expression patterns (clusters 1–4) (Fig 6A and S8 Table). 

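Of the genes in S8 Table, 350 carry a name here, and they differed little between oocyte stages. In each of the clusters 1 to 4 as printed, the median was higher in O2 than in O1 of control, at 0.28, 0.35, 0.29 and 0.25 on the log2 scale. Of the named genes, 32, 34, 74 and 56 in these clusters are markers of O2 in S6 Table, so this direction follows in part from the naming. Without the genes of S6 Table the medians were 0.06 (−0.11 to 0.33), 0.15 (0.07 to 0.36), 0.03 (−0.05 to 0.09) and 0.15 (−0.02 to 0.21). Over oocytes, genes with the same printed number were no more alike than genes with different numbers (mean r 0.186 and 0.186). Their difference of 0.000792 lay within the range of 10000 shuffles of the numbers, −0.0204 to 0.0388.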

We expected that the retained nuclear localization of FOXO3 in growing *Wls* cKO oocytes would result in the constant up-regulation of "dormant" genes even after PFA stimulus. However, we failed to detect a cluster of genes expressed in such a manner (Fig 6B). Instead, the majority of genes (83%) showed similar expression kinetics between control and *Wls* cKO samples with associated expression changes with PFA (Cluster 1: 224 genes up-regulated in dormant oocytes; Clusters 3 and 4: 429 and 281 genes, respectively, up-regulated in activated oocytes) (Fig 6A). 

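The median levels of the named genes of S8 Table were higher in activated oocytes of Wls cKO too. In the clusters 1 to 4 as printed, the median log2 ratios of O3 against O1 in Wls cKO were 0.26, 0.31, 0.27 and 0.23. Without the genes of S6 Table they were 0.07 (−0.11 to 0.25), 0.17 (0.13 to 0.39), 0.07 (−0.01 to 0.17) and 0.11 (0.00 to 0.30), and the intervals of clusters 1 and 3 include 0. Elobl, which the table places in cluster 4, was higher by 1.63 (1.57 to 1.69) in O2 than in O1 of control. The slope through 0 of the log2 ratios in Wls cKO on those in control was 0.675 over 7781 gene entries with at least 20 CPM in all 4 groups.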

Interestingly, Cluster 2 (198 genes) showed a significant down-regulation both in dormant and in activated oocytes in *Wls* cKO mice (Fig 6B). 

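The genes that S8 Table places in cluster 2 were slightly lower in Wls cKO oocytes at both stages. In O1, 43 of 58 named genes were lower in Wls cKO, with a median log2 ratio of −0.15 (−0.25 to −0.08). In O3 against O2, 46 were lower, with a median of −0.19 (−0.27 to −0.12). Among 10000 random lists of named genes matched on mean CPM, these medians lay at percentiles 0.380 and 0.0800. Of the 58 genes, 34 are markers of O2 in S6 Table. The 19 genes outside S6 Table had a median of −0.10 (−0.28 to 0.12) in O3 against O2. The other printed clusters 1, 3 and 4 also had medians below 0, at −0.07, −0.16 and −0.15 in O1 and −0.13, −0.21 and −0.15 in O3 against O2. In OSE cells, 35 of 49 measured cluster 2 genes were lower in Wls cKO, with a median of −0.37 (−0.51 to −0.14). The study chose these genes on the same cells, so their direction is not independent evidence. From the expression of cluster 2, the paper states that these genes are down-regulated in Wls cKO oocytes both before and after activation.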

We then explored the functional association of these DEGs using available databases (Gene Ontology, UK Biobank GWAS and MSigDB Oncogenic Signature). 

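Btg4, an adaptor for the removal of maternal mRNA, was lower in Wls cKO oocytes within O1. It stood at 96.8 CPM (92.1 to 102) in control and 63.0 CPM (58.7 to 67.5) in Wls cKO, a log2 ratio of −0.62 (−0.74 to −0.50), and had −0.23 (−0.31 to −0.15) in O3 against O2. Mtf1, a transcription factor that responds to metals, had −0.14 (−0.25 to −0.03) in O1 and −0.23 (−0.31 to −0.15) in O3 against O2. Of the other genes of both term lists, Fabp5, Myo5b, Ckap4, Ddx17, Akap13 and Slco4a1, none has a named entry.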

Although there were no significantly enriched terms from those databases, there were notable possible WNT-associated terms of "Wnt up-regulation associated oncogenes" (*Btg4*, *Fabp5*, *Myo5b*, *Mtf1*, *Ckap4*) and "age at menopause" (*Ddx17*, *Akap13*, *Slco4a1*) at the top of the term lists, suggesting a possible molecular crosstalk between (pre-)GCs and oocytes related to the cause of infertility via defective WNT-signaling (S9 Table). After examining all available TF databases implemented in Enrichr, there was no evidence of enrichment of FOXO3-related terms in any of the DEG clusters, even when the kinetics were classified into 4 to 6 clusters (S8 Fig).

**Fig 6:**
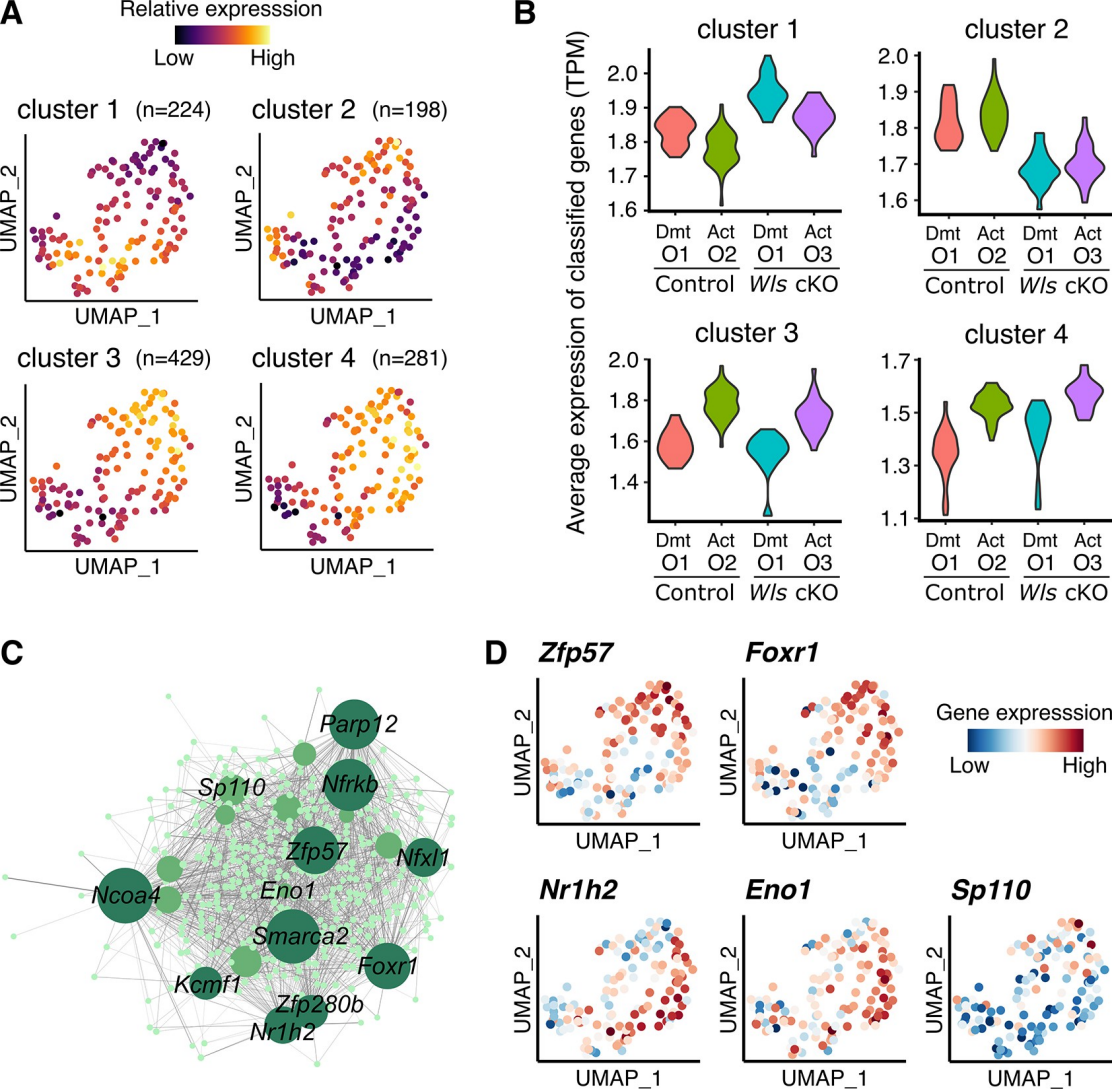
Analysis of possible molecular crosstalk and regulatory features in the absence of WNT signaling. (**A**) UMAP plots depict the average expression level of DEGs in each cluster defined by hierarchical clustering (cutting into *k* = 4) identified by the singleCellHaystack method. (**B**) Violin plots indicating the expression of DEGs for each cluster within oocyte subclusters (O1–O3) from control and from *Wls* cKO samples. Dmt, Dormant. Act, activated. (**C**) Regulatory networks visualizing potential key transcriptional regulators in oocyte activation. The top 10 nodes are colored dark green, nodes ranked 11–20 are colored green, and the others are colored light green. (**D**) UMAP plots showing expression levels of selected potential hub genes (*Zfp57*, *Foxr1*, *Nr1h2*, *Eno1* and *Sp110*). The color scale represents the gene expression level scaled by the Z-score.

Finally, we investigated gene regulatory networks during PFA by performing gene co-expression analysis based on the DEGs detected in the Seurat analysis (Fig 6C). We identified hub genes within the top 20, whose expression was well represented before and after activation and by genotype (Fig 6D). *Zfp57* and *Foxr1*, known as oocyte-specific genes, are hub gene candidates that are preferentially expressed in activated oocytes, including the Activated-Ctrl (O2) and Activated-cKO (O3) subclusters (Fig 6D). 

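Zfp57 and Foxr1 were higher in activated than in dormant oocytes of both genotypes. Zfp57, a zinc finger protein that guards imprinted regions, stood at 253 CPM (245 to 260.3) in O1 control and 292 CPM (286 to 299) in O2 control, and at 197 CPM (189.7 to 205) in O1 Wls cKO and 255 CPM (247 to 262) in O3 Wls cKO. Foxr1, a forkhead factor, stood at 7.05 CPM (5.81 to 8.41) and 18.3 CPM (16.8 to 20.0) in control, and 5.56 CPM (4.34 to 7.04) and 15.4 CPM (13.6 to 17.3) in Wls cKO. Between O3 and O2 the log2 ratios were −0.20 (−0.25 to −0.15) for Zfp57 and −0.25 (−0.46 to −0.04) for Foxr1.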

Consistent with our results, *Foxr1* has been reported to be upregulated after PFA [42], suggesting that these transcription factors are likely activated during PFA regardless of aberrant GC cell activation in *Wls* cKO mice. 

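Nr1h2 and Eno1 were higher in Wls cKO oocytes at both stages. Nr1h2 stood at 82.4 CPM (79.1 to 85.8) in O2 control and 121 CPM (116 to 126) in O3 Wls cKO. In O1 it stood at 82.9 CPM (78.6 to 87.3) in control and 113 CPM (107 to 119) in Wls cKO, a log2 ratio of 0.45 (0.34 to 0.56). Eno1 stood at 91 CPM (87.5 to 94.6) in O2 control and 120.1 CPM (115 to 125) in O3 Wls cKO, and in O1 at 86.1 CPM (81.7 to 90.6) and 106 CPM (100.3 to 112), a log2 ratio of 0.30 (0.19 to 0.41). Nr1h2 lies on chromosome 7 from 44549616 to 44553951.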

*Nr1h2* and *Eno1*, while DEGs in the O3 subcluster are hub gene candidates upregulated in oocytes from *Wls* cKO mice (Fig 6D). To validate the reproducibility of our scRNA-seq data, we conducted qPCR analysis of *Nr1h2* and *Eno1*, which confirmed their upregulation in the O3 subcluster (S6C and S6D Fig). *Nr1h2* is known to be predominantly expressed in non-growing oocytes, indicating an unbalanced undifferentiated state in *Wls* cKO ovaries [43]. Another hub gene candidate, *Sp110*, is expressed predominantly in the Activated-Ctrl (O2) subgroup and is known to increase after PFA (Fig 6D) [42]. 

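Sp110, a nuclear body protein, was highest in O2 at a low level. It stood at 6.96 CPM (6.02 to 8.01) in O2 control and 3.50 CPM (2.70 to 4.48) in O3 Wls cKO, a log2 ratio of −0.99 (−1.42 to −0.58). At a TPM above 1 it was found in 34 of 41 cells of O2 and 12 of 27 of O3. It was lower in Wls cKO within O1 too, with 4.38 CPM (3.46 to 5.53) in control and 1.98 CPM (1.29 to 2.94) in Wls cKO, a log2 ratio of −1.14 (−1.86 to −0.47).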

*Sp110* expression might be indirectly regulated by GCs receiving WNT signaling. Altogether, these results depict regulatory features of oocyte gene expression that are affected by the direct and indirect impact of surrounding GCs with or without WNT signaling during PFA.

## Discussion

In this study, we uncover for the first time the single-cell resolution regulatory dynamics of a PFA process using a unique model, *Wls* cKO mice. The purpose of this paper includes addressing three main questions. First, we asked: (i) What are the molecular mechanisms by which cKO of *Wls* causes defective pre-GC to GC development? In *Wls* cKO mice, nearly all GCs, except pre-GCs, have a disorganized phenotype, which results in complete female infertility due to the inability to support oocyte growth. Consistent with that phenotype, the transcriptome landscapes of control and *Wls* cKO cells were similar until the pre-GC stage prior to PFA. The transcriptomic features of *Wls* cKO mice became apparent immediately in GCs after PFA, although the features of *Wls* cKO-derived oocytes were more modest than expected at the transcriptomic level.

In the GC lineage from *Wls* cKO ovaries, some genes were erroneously up-regulated after the initiation of PFA. Particularly, TGFβ/BMP signaling appears to remain active throughout GC subpopulations, marked by the elevated expression of *Bmp2*. TGFβ superfamily members are expressed in various ovarian cell types [44]. While *Bmp2* typically functions in late GCs of antral follicles during late folliculogenesis [45, 46], the elevated expression of *Bmp2* in atretic GCs during early folliculogenesis in rats [44] suggests a potential for atretic conditions in GCs of *Wls* cKO mice. A similar abnormal morphology of GCs in *Wls* cKO mice has been reported in GCs under Müllerian inhibiting substance (MIS)-treatment, which suppresses the proliferation and differentiation of mouse GCs [17]. Both MIS signaling and WNT pathways play integral roles in GC proliferation and maturation. Given the identified potential upregulation of TGFβ/BMP signaling both in MIS-treated mice and in *Wls* cKO mice, the precise suppression of TGFβ/BMP signaling may be crucial for the pre-GC to GC transition.

Notably, genes associated with protein quality control have a decreased expression in *Wls* cKO GCs, indicating a potential dysfunction of proteostasis. This result supports the potential regulation of protein quality control by WNT signaling, suggesting there is a crucial interplay to achieve cellular homeostasis and function. In addition to that, the observed downregulation of *Fosb* in *Wls* cKO GCs as a potential expression regulator, is reminiscent of its reported decline with age in primate datasets [41]. This suggests intriguing parallels between the molecular profiles of *Wls* cKO GCs and those associated with aging. Unraveling the intricate connections between WNT signaling and the aging process in GCs may provide insights into the age-related decline in ovarian function.

Based on the interaction between GCs and oocytes, we next asked: (ii) How does GC mis-differentiation in *Wls* cKO mice affect the transcriptome of interacting oocytes? In this study, we identified an altered oocyte cluster characterized by a low transcriptional level in *Wls* cKO mice, which allows us to elucidate the impact of GC dysfunction on oocyte conditions. That cluster appeared to encompass both dormant and activated oocytes, suggesting a complex interplay between GC maturation and oocyte state. The present data set does not conclusively elucidate the reason(s) for the division of the oocyte population into two distinct states in *Wls* cKO ovaries. However, based on the presence of the altered oocyte cluster and the terminal phenotype of oocyte depletion in adult *Wls* cKO ovaries [15], we infer that all oocytes will eventually shift to the altered oocyte cluster and undergo atresia. Further clarification of the cellular lineage and the impact of unhealthy GCs may offer valuable insights into the underlying mechanisms governing oocyte integrity and atresia.

Activated oocytes in *Wls* cKO mice showed modest transcriptome alterations compared to the control, with parallel expression changes associated with PFA. However, the singleCellHaystack method revealed a notable down-regulation of the set of genes even before PFA initiation in *Wls* cKO mice-derived oocytes, which contrasts with pre-GCs in *Wls* cKO ovaries that appeared normal in the transcriptome as well as our previous histological observations [15]. The enriched tendency of genes known to have a positive regulatory correlation with WNT only in control oocytes suggests that these down-regulated genes are caused by WNT signaling-dependent molecular cross-talk in (pre-)GC-oocyte interactions, rather than being solely influenced by the surrounding microenvironments. This result implies the possibility that oocytes directly receive WNT ligands from (pre-)GCs. Previous reports of the over-activation of WNT signaling in oocytes by the constitutive expression of active β-catenin showed no phenotype in folliculogenesis. It may be that gain-of-function experiments do not adequately reveal the role of WNT signaling in oocyte growth. However, the non-significant term and the detection of only a few DEGs between subclusters support the idea that the absence of the proper microenvironment, which is facilitated by appropriately differentiated GCs, is likely the critical cause of atretic oocytes observed in *Wls* cKO mice at a later stage of folliculogenesis [15].

Observing the unsynchronized PFA process in oocytes, we asked: (iii) What is the molecular signature of this process in oocytes that are growing despite the possible indication of retained dormancy? Although the oocytes of *Wls* cKO mice are activated and develop to a certain degree, we previously reported that these growing oocytes partially maintain dormant characteristics, as indicated by the nuclear localization of FOXO3 [15]. In other words, oocyte activation at PFA encompasses two processes: an increase in size and a break from dormancy. *Wls* cKO mice serve as a model where only the growth process occurs. In this study, the PFA process was described as a transcriptomic change. We found that dormancy in oocytes has weak associations with the transcriptional landscape in this context. Nuclear FOXO3 may be insufficient or uncorrelated to the arrest in oocyte size growth and transcriptome activation, key processes in oocyte activation. However, it remains possible that the oocytes we previously observed in *Wls* cKO ovaries belonged to the altered oocyte cluster and that extensive transcriptional downregulation prevented us from detecting transcriptomic changes. WNT-mediated GC function likely facilitates FOXO3 nuclear export in oocytes, but Kit signal components, which are upstream of FOXO3 phosphorylation, are unexpectedly up-regulated in *Wls* cKO ovaries [15]. These results suggest a potential compensatory feedback mechanism and/or the importance of an environment such as nutrition and mechanical stress provided by surrounding GCs, emphasizing the need for further experimental studies to fully understand the intricate interactions in this regulatory network.

In conclusion, our study on *Wls* cKO ovaries uncovered the intricate impact of WNT signaling on the dynamics of GC differentiation and oocyte activation. WNT signaling may impact reproductive performance through its multifaceted roles in sexual differentiation, follicle development, luteinization and steroid production [47, 48]. Upregulated WNT signaling is linked to ovarian cancer in mice and in humans [49, 50], and altered WNT-related gene expression has been reported in the ovaries of polycystic ovary syndrome, a potential cause of infertility [51]. Our results contribute to the growing knowledge in this area and may serve as a valuable resource for future investigations into the clinical relevance of WNT signaling. Further studies dissecting the impact of aberrant GCs should provide insights into reproductive biology to address infertility.

## Materials and methods

### Animals

*Sf1-Cre* mice (stock no. 012462), *Wls*^flox^ mice (stock no. 012888), *Ddx4-Cre* mice (stock no. 006954) and *Ai9* mice (stock no. 007909) were obtained from The Jackson Laboratory [52–55]. *Wls*^del^ mice with a ubiquitous *Wls*^flox^ allele deletion were obtained by crossing *Wls*^flox^ mice with *Ddx4-Cre* mice. Littermate controls, either *Sf1-Cre;Wls*^flox/+^ or *Wls*^flox/del^, were utilized for immunostaining comparisons with *Sf1-Cre;Wls*^flox/del^(*Wls* cKO). *Sf1-Cre;Ai9* mice were used to confirm the efficiency of Cre. To prepare single cells for RNA sequencing, *Sf1-Cre;Wls*^flox/+^*;Ai9* mice served as controls for *Sf1-Cre;Wls*^flox/del^*;Ai9* (*Wls* cKO) mice. All mouse lines were maintained on a mixed genetic background.

Mice were housed in a temperature- and humidity-controlled environment with a 12-hour light/dark cycle, and were provided with food and water ad libitum. Euthanasia was performed via cervical dislocation. No anesthesia or analgesia was required during euthanasia as the method was quick and performed by trained personnel to ensure minimal suffering. All tissues were collected after euthanasia. Efforts were made to minimize animal distress throughout the study. All animal experiments were approved by the Institutional Animal Care and Use Committee of RIKEN (approval number: A2017-13).

### Immunostaining and histology

Immunofluorescence staining was performed using ovaries that had been fixed overnight at 4°C with 4% paraformaldehyde in phosphate-buffered saline (PBS). The fixed tissue was dehydrated, embedded in paraffin and then sectioned at a thickness of 5 μm. The sections were depleted of paraffin and rehydrated according to standard protocols. For antigen retrieval, the sections were incubated either at 110°C for 15 min with citrate buffer (pH 6.0) or with Tris-EDTA buffer (pH 9.0). After washing with PBS containing 0.1% Tween 20 (PBST), the sections were incubated for 1 h at room temperature in a blocking buffer, stained overnight at 4°C with primary antibodies, and then exposed for 2 h at room temperature to a 1:500 dilution of appropriate secondary antibodies labeled with Alexa Fluor 488, 568 or 647 (A11057, A21206 and A10042, Thermo Fisher Scientific; or 715-545-151, Jackson Immuno Research). The primary antibodies used included mouse monoclonal anti-DDX4 (1:300; ab27591, Abcam) rabbit polyclonal anti-DDX4 (1:300; ab13840, Abcam), goat polyclonal anti-PDLIM4 (1:133; NB100-1382, Novus Biologicals), rabbit monoclonal anti-IRX3 (1:100, ab242133, Abcam), rabbit polyclonal anti-RPLP1 (1:200; NBP1-81293, Novus Biologicals) and anti-RPL27A (1:150; NBP2-38025, Novus Biologicals). Antibodies were diluted in blocking buffer or Can Get Signal immunostain solution (NKB-401, Toyobo). DNA was counterstained with 4′,6-diamidino-2-phenylindole (DAPI). Samples were mounted with VECTASHIELD Vibrance Antifade Mounting Medium (H-1700, Vector Laboratories).

To assess Cre recombination efficiency, ovaries were fixed overnight at 4°C with 4% paraformaldehyde in PBS. The fixed tissues were immersed in sucrose gradients (10%, 20% and 30%) in PBS sequentially at 4°C; after which the tissues were embedded in an optimal cutting temperature compound. Frozen samples were sectioned at 6 μm using a CryoStar NX70 cryotome (Leica Microsystems). Ovarian cryosections from *Sf1-Cre;Ai9* mice were incubated in blocking buffer for 1 h at room temperature, stained overnight at 4°C with rabbit polyclonal anti-DDX4 (1:500; ab13840; Abcam) antibody, followed by incubation with donkey anti-rabbit IgG Alexa Fluor 488 (A21206, Thermo Fisher Scientific). DNA was counterstained with DAPI. Samples were mounted using VECTASHIELD Vibrance Antifade Mounting Medium (Vector Laboratories).

PAS-H staining was performed according to a standard protocol. In brief, ovaries were fixed in Bouin’s solution, embedded in paraffin, and sectioned at a thickness of 5 μm. The sections were hydrated and treated first with a periodic acid solution for 10 min and then with Schiff’s reagent for 15 min. Nuclei were counterstained with hematoxylin.

### Ovary dissociation and single-cell sorting

At postnatal day (PD) 7, ovaries from euthanized control mice (n = 3) and from *Wls* cKO mice (n = 8) were collected. Ovaries were treated with a CTK solution (consisting of 0.25% trypsin (Thermo), 0.1% collagenase type IV (Gibco), 20% KSR (Invitrogen) and 1 mM CaCl_2_ in PBS) for 30 min at 37°C, then further treated with Accutase (Nacalai) at 37°C for 15 min. The reaction was halted by adding L-15 medium with 0.1% penicillin-streptomycin and 5% FBS, and the cells were dissociated by pipetting. The cell suspension was filtered through 70 μm cell strainers, followed by centrifugation at 400 g for 5 min and resuspension in sorting buffer (7.5% BSA (Life Technologies) in PBS). Blocking was performed with rat IgG (5 mg/mL, I8015, Sigma-Aldrich) for 15 min on ice. Subsequently, cell surface staining was conducted using anti-ckit-APC (1:50, 105812, BioLegend) and anti-CD45-Alexa Fluor 488 (1:200, 103122, BioLegend) for 15 min on ice. After centrifugation at 400 g for 5 min, cells were resuspended in sorting buffer. Prior to single-cell sorting by flow cytometry, samples were passed through 40 μm cell strainers, and DAPI (1:10,000) was added. Control and *Wls* cKO samples were each sorted using MoFlo Astrios EQ with Summit v 6.3.0. software (Beckman Coulter) into 384-well plates containing 286 tdTomato-positive somatic cells and 95 ckit-positive oocytes. DAPI-positive dead cells and CD45-positive leukocytes were excluded.

### RamDA-seq library preparation

Library preparation for RamDA-seq was performed according to a previously report [19]. In the RT-RamDA reaction, we added 1:5,000,000 ERCC RNA Spike-In Mix I (Thermo Fisher). However, to reduce reagent costs and rRNA-derived sequencing reads, the method was modified as follows: To suppress rRNA-derived cDNA synthesis, 0.008 units/μl XRN-1 (NEB) was added to the genomic DNA digestion mix, and the reaction was performed at 30°C for 5 min. To reduce reagent costs, a liquid dispenser Mantis (Formulatrix) was used to perform the reaction up to second strand synthesis at 1/10 the reaction volume. After that, 2.5 μl 0.8 X Tagment DNA Buffer (Illumina) diluted with RNase-free water was added to 0.5 μl of the second strand synthesis products for dilution. Then, 0.5 μl Amplicon Tagment Mix (Illumina) was added to 1.5 μl of the diluted product, and tagmentation was performed at 55°C for 10 min. After that, the library was prepared using 1/10 the reaction volume according to the Nextera XT DNA Library Prep Kit (Illumina) procedure. Twelve PCR cycles were performed. Somatic and oocyte library products were collected separately in equal volumes of 1 μl/well. Subsequently, 50 μl of each sample was fractionated from the equal mixed library, purified with 1.2X AMPureXP (Beckman Coulter), and eluted with 25 μl TE. To prevent large discrepancies in the number of sequencing reads per cell between somatic and oocyte cells, purified libraries were mixed to ensure a constant average molar per cell type using the quantitative results from the Bioanalyzer Agilent High-Sensitivity DNA Kit and the ratio of the number of cells sorted (somatic cells: oocytes = 286:95). The pooled library of 2.3 pM was sequenced in single end read 76 cycles using NextSeq 500 High Output Kit v2.5.

### Quality control metrics for RamDA-seq data

The RamDA-seq reads were mapped to the mouse genome (GRCm38) using Hisat2 v2.2.0 [56] after trimming adaptor sequences and low quality bases using Fastq-mcf v1.1.2 in the ea-utils package [57]. The resulting binary alignment/map (BAM) files were sorted using samtools [58] and the final mapping quality was assessed using RSeQC v3.0.1 [59]. The gene count table was obtained using the featureCounts v2.0.1 tool in the Subread package [60] with the option ‘-t exon -g gene_id’ and the annotation gtf file from GENCODE (vM25). We evaluated the quality control metrics and filtered out low quality samples based on the RNA integrity assessed by coverage profile along the gene body, the number of detected genes ≤ 8,000, and outlier cells in Uniform Manifold Approximation and Projection (UMAP) clustering. In addition, the extent of sample preparation artifacts (batch effects) was investigated by exploring genotype-associated clusters in Principal Component Analysis (PCA) and UMAP using the total gene expression and genotype-independent measures of ERCC RNA spike-in transcripts, respectively. We performed downstream analysis on the remaining data from 350 and 371 cells from control and *Wls* cKO mice, respectively.

### Sequence data analysis

Seurat v3.2.2 [61] was used for clustering and differential gene expression analysis of scRNA-seq data for control and *Wls* cKO samples independently using the same parameters. The read counts were normalized as log scaled transcripts per million (TPM). Dimensionality reduction and clustering were performed using the ‘FindClusters’ function of Seurat with the default parameters except for ‘resolution = 1’, using the top 2,000 variable genes. Since our clustering detected a possible altered GC population, the percentage of intron reads and the abundance of nuclear ncRNA, using Malat1 as a marker, were evaluated to assess cell viability. Enrichment of GO (Biological Process) for marker genes of each cluster was tested using Enrichr [62].

Detailed subpopulation analyses were performed for each oocyte and GC population after pooling the control and *Wls* cKO datasets. In this analysis, we excluded the altered GC population in *Wls* cKO samples. We used Seurat for clustering and exploration of DEGs with the same settings used for the above whole cell dataset. DEGs, defined as false discovery rate (FDR) < 0.05, were identified using the ‘FindAllMarkers’ function of the Seurat. For the subpopulation analysis, due to the complicated nature of cell clustering relationships, DEGs were further explored using singleCellHaystack v0.3.4, which identifies DEGs without relying on the clustering of cells using the Kullback-Leibler Divergence method [23]. This analysis was performed using the “highD” method with the following options: for GCs, all 40 principal components with grid.points = 30, while for oocytes, top 22 principal components, whose cumulative contribution ratio just exceeds 70%, with grid.points = 10 to increase the detectability of DEGs in fewer numbers of cells. The detected DEGs were then classified into four seemingly parsimonious expression kinetic patterns after testing up to six patterns: for GCs, the top 1,000 confidential DEGs based on the FDR were used. These DEGs were used for the subsequent analysis. Enriched functional features of DEGs were tested with Enricher using available databases (Gene Ontology, UK Biobank GWAS, MSigDB Oncogenic Signature and all TF databases). To identify potentially important transcriptional regulators, regulatory network analysis was performed using the GENIE3 package, a random forest method that calculates the links between each gene and all other genes [24]. We used TPM-scaled read counts of DEGs (oocytes: FDR < 0.05 by Seurat; GCs: top 1,000 DEGs by singleCellHaystack) as input. With the information of known mouse transcription factors [63], only the transcriptional regulator-targets connected with thresholds above 0.07 were retained and used for the network analysis. The resulting networks were visualized using CytoScape 3.10 [64].

### Single-cell RT-qPCR validation

To validate the single-cell RNA-seq results, we performed single-cell reverse transcription-quantitative PCR (scRT-qPCR) on cDNA synthesized during the RamDA-seq protocol from previously sequenced single-cell plates. For the qPCR reactions, 1/20th of the cDNA product derived from a single cell after second-strand synthesis was used as input. We targeted five specific genes along with Gapdh as an internal control. The primer sequences for these genes are listed in S10 Table. Quantitative PCR was performed using a LightCycler 480 (Roche). Each reaction consisted of 3.5 μL of qPCR reaction mix (2.5 μL of 2x QuantiTect SYBR Green Master Mix, 0.03 μL each of forward and reverse primers at 100 μM, and 0.94 μL of 0.0015% NP40) added to 1.5 μL of diluted cDNA in a 384-well plate. The cycling conditions included an initial activation step at 95 °C for 15 minutes, followed by 40 cycles of denaturation at 95 °C for 15 seconds and annealing, extension at 60 °C for 1 minute. A melting curve analysis was performed to ensure product specificity. Cq values were converted to expression levels using the formula Log2 expression = LoD (Limit of Detection) Cq–Cq [Assay] [65]. If this value was negative, the result was assigned a value of “0”. The LoD was determined using a 5-fold dilution series (7 points; n = 8) of cDNA derived from 1 ng of total RNA from mouse ovaries. The mean Cq of the most diluted sample concentration detected in all n = 8 samples was taken as the LoD. The LoD for each primer set is as follows: *Nr1h2*: 30.4825412, *Eno1*: 31.6995186, *Bmp2*: 29.933429, *Tsc22d1*: 30.395342, *FosB*: 32.8733681, *Gapdh*: 32.3047353. For normalization across oocyte samples, we utilized FSC-Area, representing cell size, to account for variability in RNA content due to differences in cell maturation.

### Image analysis

Immunostaining was examined using a slide scanner (Axio Scan.Z1, Zeiss) or a confocal laser scanning microscope (LSM780, Zeiss). All images were taken with Axio Scan.Z1 utilizing the tile scan and automated stitching functions.

The thickness of the GC layer was determined as half the difference between the diameters of the follicle, and oocytes were measured in PAS-H–stained ovarian sections using ImageJ software (NIH). Oocytes with visible nuclei were analyzed in a single section per ovary from three ovaries for each genotype at PD7.

For the measurement of IRX3 signals in pre-GCs/GCs, ovarian sections were subjected to immunofluorescence staining for IRX3, as well as for the oocyte marker DDX4. Follicle boundaries were delineated based on histology, with the DAPI-positive area serving as the measurement region for (pre-)GC analysis. The fluorescence intensity of IRX3 in each region was measured using ImageJ software. More than four ovaries for each genotype, as well as more than one section per ovary, were analyzed.

For the quantification of RPLP1 or RPL27A intensities, images of ovarian sections immunostained for RPLP1 or RPL27A were analyzed using ImageJ software in each oocyte area. The regions of the oocyte were determined manually utilizing ImageJ. Oocytes with visible nuclei were analyzed in a single section per ovary from three ovaries for the control group or from four ovaries for the *Wls* cKO group.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 9 software. Tests included the nonparametric Mann-Whitney matched-pairs test, unpaired multiple t-tests with the Holm-Sidak correction, two-way analysis of variance (ANOVA) with Sidak’s post-hoc test for multiple comparisons, and a chi-square test for trend for the contingency table. Regression lines were fitted with the scatterplot of GC thickness data for control and for *Wls* cKO mice, and then analysis of covariance (ANCOVA) analysis was performed. A P value of <0.05 was considered statistically significant.

## Supporting information

S1 Fig Optical detection of cells and quality control for single-cell RNA sequencing. UMAP plots showing tdTomato-expressing somatic cells (**A**), the KIT-APC positive oocyte population (**B**), the total number of mapped reads (total seq) (**C**), and the number of detected genes (number of genes) (**D**). The color scale represents the gene expression level scaled by the Z-score.
(TIF)

S2 Fig Quality control of single-cell RNA sequencing data. (**A**) Number of detected genes or (**B**) Gene body coverage before and after trimming of the single-cell RNA sequencing data, showing the normalized distribution of read coverage across the length of genes. Trimming was performed following MultiQC guidelines. (**C**) UMAP plot showing two outlier cells that were identified and excluded from the control group of somatic cells.
(TIF)

S3 Fig Key quality metrics of retained cells following quality control procedures. PCA plots with overlaid key quality metrics post-QC filtering, including the assigned genome rate, mitochondrial gene mapping rate, and rRNA mapping rate.
(TIF)

S4 Fig Evaluation of potential batch effects. (**A**) UMAP plots of ERCC RNA spike-in transcripts showing highly mixed distribution regardless of genotype (left) and cell type (right). (**B**) PCA plots based on expression of all genes showing the first three principal components were not associated with genotype.
(TIF)

S5 Fig DEG clustering dendrogram of GC populations based on expression kinetics. Diagram of hierarchical clustering based on the kinetics of DEGs obtained by the singleCellHaystack method in the GC population. Color bars represent the clustering result when the dendrogram is cut into 4–6 clusters. The number to the left of each bar indicates the number of clusters. The average expression levels of the genes in each cluster were projected onto UMAP plots below the corresponding bars. More clusters lead to a greater subdivision of the main DEG cluster.
(TIF)

S6 Fig Validation of differential gene expression in *Wls* cKO and control mice during PFA. (**A, B**) Gene expression validation in granulosa cells (GCs) measured by single-cell RT-qPCR (scRT-qPCR). The expression levels of *Fosb*, *Bmp2*, and *Tsc22d* were analyzed. (A) Violin plots depict gene expression levels across GC subclusters, while (B) UMAP projections show the spatial distribution patterns of these genes. (**C, D**) scRT-qPCR validation of gene expression in oocytes. The expression levels of *Nr1h2* and *Eno1* were analyzed, with (C) showing violin plots and (D) displaying UMAP projections to compare expression across oocyte subclusters.
(TIF)

S7 Fig Characteristic features of the altered-oocyte subcluster. (**A**) PCA plots of oocytes. Different colors correspond to subclusters of oocytes. The principal components on the axes capture the major sources of gene expression variation, with their respective contributions indicated in the axis labels. (**B**) Dot plot showing the expression of growing oocyte markers. The dot size represents the ratio of cells expressing a specific marker (TPM > 1), while the color indicates the average gene expression level scaled by the Z-score. (**C**) UMAP plots showing cell size, the total number of mapped reads (total sequence), the ratio of intronic reads (percent intron), the PC1 positive factor loading and the PC1 negative factor loading. (**D**) UMAP plots showing the top 6 characterized genes of PC1 positive factor loading. (**E**) UMAP plots showing the top 6 characterized genes of PC1 negative factor loading.
(TIF)

S8 Fig DEG clustering dendrogram of oocyte populations based on expression kinetics similarity. Diagram of hierarchical clustering based on the kinetics of DEGs obtained by the singleCellHaystack method in the oocyte population. Color bars represent the clustering result when the dendrogram is cut into 4–6 clusters. The number on the left of each bar indicates the number of clusters. The average expression level of the genes in each cluster were projected onto UMAP plots below the corresponding bars.
(TIF)

S1 Table List of top 20 DEGs for each cluster identified from the PD7 control ovary dataset.

S2 Table List of top 20 DEGs for each cluster identified from the PD7 *Wls* cKO ovary dataset.

S3 Table List of DEGs identified with Seurat from granulosa cell subpopulation dataset.

S4 Table List of DEGs identified with the singleCellHayStack from the granulosa cell subpopulation dataset.

S5 Table List of significantly enriched GOs for cluster (K = 4) of DEGs identified by the singlecellHayStack from the granulosa cell subpopulation dataset.

S6 Table List of DEGs identified with Seurat from oocyte subpopulation dataset.

S7 Table List of enriched GOs based on DEGs identified with Seurat from oocyte subpopulation dataset.

S8 Table List of DEGs identified with the singleCellHayStack from the oocyte subpopulation dataset.

S9 Table Disease database showing ovarian or WNT related defects were at top of the enrichment table. Top 10 terms were listed for the two databases.
(XLSX)

S10 Table List of primer sequences for scRT-qPCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

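The deposited data comprise single cells from ovaries at PD7, sequenced with RamDA-seq, from 1 pool of 3 control mice and 1 pool of 8 Wls cKO mice. Each sample is a single cell, and no animal is named for a cell. Genotype, cell type, GC or oocyte subcluster, sort, intron share and flow cytometry values of each cell were taken from the deposited labels, and the columns of both tables were paired with the samples by title. No column was left without a sample. The authors trimmed reads with Fastq-mcf, mapped them to GRCm38 with HISAT2 (2.2.0) and counted exons per gene of GENCODE M25 with featureCounts (2.0.1). The deposited estimated counts of the authors are not whole numbers, and no scaling had been applied to them. Whether fractional counting of reads with several placements was set is not stated. The deposited TPM values were computed by the authors from the counts and gene lengths, and each column sums to the same total.

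Both tables have 55487 numbered entries without gene names. For each line of S1, S2, S3 and S6 Tables, the printed mean difference and both printed detection shares were recomputed for every entry from the deposited TPM and the labels, and the gene was named only where exactly 1 entry gave the same numbers. Of 2649 lines, 2637 gave 1 entry, 12 gave more and 0 gave none. After a shift of the printed mean difference by 0.01, 22 lines gave an entry. Of the 2520 genes named, 105 came from 2 or more tables and always led to the same entry. As a check, the gene lengths implied by counts and TPM were compared with GENCODE M21, and 98.6% of 2405 genes had a length within 2%, against 1.25% after the names were shuffled. The named genes make up 4.54% of entries and 17.1% of counts. S3 Table was available in part, 1998 of 4612 lines, and these lines list markers of G3 only. For 1925 genes this table was the only source of the name. Of the 114 genes that the paper names, 85 have an entry.

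Counts were summed over the cells of each group and scaled to the total of the group (CPM), with exact Poisson intervals for CPM, conditional binomial intervals for log2 ratios and exact binomial intervals for shares, all at 95%. A count of 0 is given as the level that 3 counts would reach. A cell was taken to express a gene at a TPM above 1, and a well was retained by the study at more than 8000 genes. Genes named by size of difference, beyond every gene the paper names, were up to 10 per direction among named entries with at least 20 CPM in the higher group, at least 1 count in 50% of its cells and a log2 ratio of at least 1 in size, over the whole plate and in each of 2 parts of it, with the same sign. Predicted genes and small RNAs were left out. The values in the paper's tables had been seen when this rule was set. Gene lists were fixed before the data were examined, as were the comparisons and most alternatives. They comprise canonical WNT target genes, WNT ligands, WNT receptors, BMP and TGF-beta signalling, pre-GC state, GC maturation, cell cycle, ribosomal proteins, chaperones, unfolded protein response, immediate early genes, interferon inducible genes, hypoxia response, glycolysis, oxidative phosphorylation, mitochondrially encoded mRNAs, steroid and cholesterol synthesis, p53 targets, basement membrane, nuclear-retained RNAs, oocyte growth, oocyte transcription factors, meiotic prophase, and markers of theca, interstitial, surface epithelial, smooth muscle, endothelial, leukocyte and erythrocyte cells. A list was summarised over members with a mean of at least 1 CPM, by the median log2 ratio with its order-statistic interval and its percentile among 10000 random lists drawn from the 100 entries nearest in mean CPM. Drawing these lists from named entries was added after the values had been seen.

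Principal components were computed from the 2000 most variable entries, and the share of the 10 nearest neighbours from the same genotype was taken on 10 components. For numbers of genes per cell, cells were thinned to a common depth, rounded down to a step of 10000 reads. Poisson counts were simulated at the depth of G5 and G3. Of the intervals of the 18639 entries simulated without a change, 95.2% held the true log2 ratio, with a median error of 0.05. The intervals assume the same Poisson model, so this checks the computation and not the spread between cells or libraries. The alternatives were the mean over cells of CPM or TPM, median-of-ratios scaling, totals without the 12 named mitochondrially encoded mRNAs and a pseudocount of 1 CPM. Others were no filter on low values or a filter at 10 CPM, and cell types in place of subclusters. Each of 4 parts of the plate was also left out in turn. Because each genotype is a single pool, no test between genotypes was made, no p-value is given and cells were not used as replicates. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. The 41 wells without a cell type label were left out of every group.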

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

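Each result below is a signal in genes or cells that the paper does not discuss, and no technical or biological explanation for these was tested. Plate and genotype cannot be told apart for any of them.

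Interferon inducible genes were higher in Wls cKO cells of the GC lineage. The 4 named members of the list, Ifi202b, Ifi204, Ifi211 and Mndal, belong to the p200 family of DNA-sensing proteins, and their median log2 ratio between G5 and G3 was 2.91, with a range of 1.94 to 3.70 under other processing. Ifi204 stood at 12.9 CPM in G5 and 2.19 CPM in G3, and at 99.7 CPM in the Wls cKO cells and 63.5 CPM in the control cells of G1. Mndal had a log2 ratio of 5.11 (4.16 to 6.25) between G5 and G3 and 1.00 (0.75 to 1.25) in G1. None of the 4 is a marker of G3 in S3 Table. They are related in sequence, so reads can be shared among them, and they are not 4 independent signals.

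Dlk1 was higher in interstitial cells of Wls cKO, with a log2 ratio of 4.18 (4.14 to 4.22). In OSE cells, Lrrn4, which encodes a leucine-rich repeat protein of mesothelial cells, was higher in Wls cKO, at 347 CPM against 76.6 CPM, a log2 ratio of 2.18 (2.08 to 2.27).

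Interstitial cells, which the paper does not compare between genotypes, lay beside cells of their own genotype. Among the nearest neighbours of control interstitial cells, 97.0% were control cells, and of Wls cKO interstitial cells, 96.6% were Wls cKO cells, where a random mixture would give 53.6% and 45.7%. Oocytes from the same plates were more mixed, at 69.6% in control and 73.2% in Wls cKO, where a mixture would give 56.6% and 42.6%.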

How the results depend on the processing

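The alternatives that take gene clusters from S5 Table, leave out genes named from S3 or S6 Table, take every entry or take all genes of S8 Table were chosen after seeing the data. For the 8 main results, 76 of 87 alternative values were within the interval of the reported value, 9 lay outside it and 2 reversed a difference whose interval excludes 0. For the other 99 results, 616 of 793 values were within the interval and 177 outside it, and 0 reversed such a difference. For single genes, a reversal was counted only where the log2 ratio was also at least 1 in size. The change of sign of Fosb in G1, given below, is smaller than this and was not counted.

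Amh was lower in Wls cKO GCs under every alternative run. Its log2 ratio ranged from −3.12 to −2.34 when each part of the plate was left out in turn, with the smallest difference without the first part, and stayed within its interval under the others. The share of wells above the minimum of genes was 72.7% when a gene needed at least 5 raw counts, since that demands more reads per gene. The lower count of altered oocytes kept its direction, at −0.13 for detected genes and −0.24 for mean totals.

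With the gene lists of S5 Table, the share of genes with the same direction in both genotypes was 100% of 95 genes, the median of GC gene cluster 3 in G5 against G3 was 0.85 and that of cluster 4 was −1.25. With genes not named from S3 Table, these values were 92.6% of 27 genes, 0.30 and 0.59. Cluster 3 thus reversed under both alternatives, and cluster 4 took the other sign when genes of S3 Table were left out, over 4 genes. Leaving out S3 Table removes genes that were chosen as higher in G3, while for S5 Table the cause was not tested. The alternatives set in advance kept cluster 3 between −0.25 and −0.16 and cluster 4 between −0.13 and −0.03. Oocyte gene cluster 2 had a median of −0.10 in O3 against O2 for genes not named from S6 Table, and under the other alternatives it lay between −0.24 and −0.13. The cause was not tested.

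Among named genes, the log2 ratio of Fosb in G1 ranged from −0.41 to 0.64, with the other sign in 4 of 9 alternatives, and that of Khdc3 in O3 against O2 from −0.34 to 0.09, with the other sign in 1. Other ratios kept their direction but moved by more than 1.5 times under some alternative. In G5 against G3, Bmp4 ranged from 0.40 to 1.57, Apoa4 from 0.28 to 0.62, Tcf7 from −0.50 to −0.18, Tox2 from 0.45 to 1.07 and the interferon inducible genes from 1.94 to 3.70. In O3 against O2, Nlrp4a ranged from −2.15 to −0.71, Kpna7 from −1.04 to −0.55, Foxr1 from −0.39 to −0.03, Zfp57 from −0.30 to −0.10, Btg4 from −0.37 to −0.17 and the oocyte growth genes from −0.43 to −0.18. In O1, Mtf1 ranged from −0.26 to −0.07, Eno1 from 0.19 to 0.38 and the oocyte growth genes from −0.31 to −0.14. In G1 the chaperones had medians from −0.66 to −0.33, Hsph1 ranged from −4.40 to −0.80, with the smallest difference without the last part of the plate, Hsp90aa1 from −1.36 to −0.75 and Wnt6 from −0.85 to −0.08, and in GCs Wls from −8.53 to −3.80. Medians near 0 in G5 against G3 also changed sign, for cell cycle genes in 5 of 11 alternatives, for GC maturation genes in 4 (−0.16 to 0.09) and for ribosomal protein genes in 2 (−0.06 to 0.04). The chaperones kept their direction in all 11, from −0.71 to −0.50. Wnt11 in G5 against G3 ranged from −7.29 to −3.67, since it had few counts in G5.

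No paired analysis was possible because each genotype is 1 pool of animals. Depth limits the genes near the floor: for a gene with no count, the level that a count of 0 still allows was 0.443 CPM in G1 of Wls cKO, with 17 cells, and 0.0824 CPM in G4, with 81 cells. Every alternative set in advance was run, apart from ratios that lack a count in the group left.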

Differences from the paper's values

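The numbers of cells and of table lines that the paper states were within 1.5 times of those found here. The disagreements below concern directions and labels, and the alternative that reads clusters from S5 Table was chosen after seeing the values.

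The paper assigns genes to GC clusters in S4 Table and lists those of enriched GO terms by cluster in S5 Table. Of 291 genes found in both, 102 have the same number in each. The paper describes GC cluster 3 and cluster 4 as going in contrasting directions between control and Wls cKO GCs. With the numbers printed in S4 Table, both had medians below 0 in G5 against G3, at −0.20 and −0.06, and with the lists of S5 Table they went apart, at 0.85 for 4 genes and −1.25 for 16 genes.

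For oocytes, the paper singles out cluster 2 as lower in Wls cKO. Over oocytes, genes sharing a printed number in S8 Table were no more alike than others. The printed numbers may thus not be those of the clusters that the paper describes, and the medians below need not bear on these. With the printed numbers of S8 Table, the median of cluster 2 in O3 against O2 was −0.19, and cluster 3, described as similar in both genotypes, had −0.21. The paper describes cluster 1 as higher in dormant oocytes. As printed, its median was higher in activated control oocytes, at 0.28 over 63 named genes, of which 32 are markers of O2 by S6 Table. Over the 25 measured genes outside S6 Table it was 0.06 (−0.11 to 0.33), with 13 higher and 12 lower, so the direction is not settled. The column of S8 Table headed FDR has 1132 of 1132 values below 0, from −28.0 to −3.00, which a false discovery rate cannot take but its logarithm can, so read as log10 values the column holds ordinary rates. In S4 Table 0 values are below 0.

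The paper calls Fosb exclusive to control GCs, and its qPCR on cDNA of the same samples found more Fosb in control GCs. By summed counts Fosb was also lower in G5 and G4 than in control cells of the same stage, at log2 ratios of −3.20 and −3.40. It was not absent from Wls cKO cells, with 335 CPM in the altered GCs of G6. In the Wls cKO cells of G1, which are pre-GCs and not GCs, it stood at 527 CPM.

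The paper found no enriched term of proliferation among the genes of G5, and relates this to the lower proliferation of Wls cKO GCs in its earlier study. Top2a stood at 264 CPM in G5 and 216 CPM in G3, and the cell cycle list had a median log2 ratio of 0.01 between them. In the altered GCs of G6, Top2a stood at 4.47 CPM. These are RNA levels, which measure neither the enrichment of a term nor cell division.

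The paper lists Khdc3 with the genes lower in activated Wls cKO oocytes. Its log2 ratio was −0.13 (−0.36 to 0.09), while Dppa5a, Kpna7 and Nlrp4a were lower, at −1.09, −0.87 and −1.35.

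The text names G3, G4 and G6 as the Wls cKO subclusters with few WNT ligands, where the deposited labels place Wls cKO cells in G4, G5 and G6. The methods leave altered GCs out of the subcluster analysis, where the labels include 28 of them in G6.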

Other observations

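Of the tests below, that of a Wls effect that spares oocytes, that of abundant somatic genes in oocyte wells and both tests of the intron share were chosen only after the result was seen. Patterns found in these cells and tested on them are hypotheses.

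Chaperones and immediate early genes were lower in Wls cKO GCs, with medians of −0.63 and −1.71. If handling of the control suspension raised these genes, other somatic cells would show it too, and the highest of the medians of both lists in interstitial and OSE cells was −0.46. The immediate early list has 3 named genes, all markers of G3 in S3 Table, so their direction in GCs is not independent evidence. In G1 the chaperones were lower too, with a median of −0.57. Fosb, 1 of the immediate early genes, had 0.11 there, of either sign under other processing (−0.41 to 0.64). Handling is thus a candidate explanation that the medians allow, while Fosb in G1 does not go with it. Loss of Wls in all somatic cells remains another, since Cre acts in these cells as well, and the median of the chaperones in oocytes, where the Cre driver is not active, was −0.10. In oocytes the immediate early genes had a median of 0.20 but Hspa1b had −4.42, so these do not settle it, and the explanations cannot be told apart.

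Oocyte cluster 2 was lower in Wls cKO oocytes. A difference between the plates that acts on every cell type would lower the same genes in other cells too. Their medians were −0.24 or lower in interstitial and OSE cells. Cre acts in these cells as well, so plate and genotype cannot be told apart by this. A lower level there also need not extend to oocytes. The genes that S5 Table lists under GC cluster 1 had medians of −0.51 and −0.28 there, but 0.07 in O1 and 0.05 in O3 against O2. Somatic RNA in control oocyte wells was tested by the share of cluster 2 genes with a higher CPM in control GCs than in control oocytes. This share was 15.5% (9 of 58, 95% interval 7.35 to 27.4%), against 21.4% of all named genes of S8 Table. The named GC maturation genes measured in oocytes had a median of −0.37, but abundant genes of somatic cells were nearly absent from control oocyte wells. Amh, Clu, Col1a1 and Krt19 stood at no more than 0.0627% of their level in control GCs, pre-GCs, interstitial and OSE cells, by the upper bounds, which argues against this explanation. A biological effect of the somatic loss of Wls on oocytes remains open as well and was not tested.

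Altered oocytes had a low intron share. Fewer reads from wells with unchanged RNA would leave this share in place, and it differed by 2.92 SDs of cells. Fewer reads alone therefore do not account for the low intron share. Damaged cells that lost cytoplasmic RNA would keep more of the nuclear RNA. Yet the intron share differed by −2.92 SDs and all 42 measured ribosomal protein genes were higher. The low intron share is itself the pattern, and the paper had reported it. Its outcome was thus known, and it is no independent test of either explanation. The share of mitochondrially encoded mRNAs, 1.13 times that of other Wls cKO oocytes, decides neither way. A biological state of these oocytes may also be present, and was not tested.

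The 12 named mitochondrially encoded mRNAs took a lower share of counts in Wls cKO in every cell type present in both genotypes. The shares were 0.412% in control and 0.249% in Wls cKO pre-GCs, 0.209% and 0.152% in interstitial cells, and 0.393% and 0.249% in OSE cells. The intron share was 51.7 and 46.4% in pre-GCs and 49.8 and 42.9% in interstitial cells. In sorting, the KIT signal averaged 11.5 in control oocytes, 3.90 in Wls cKO oocytes and 3.70 in altered oocytes, in the units of the labels.

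In OSE cells, all 27 measured cell cycle genes were lower in Wls cKO, with a median log2 ratio of −2.81 (−3.85 to −1.21), and in interstitial cells 21 of 23 were lower, with −0.62 (−1.01 to −0.30). Chrm4, a muscarinic receptor, and Tcf7 were lower in Wls cKO OSE, at −4.26 (−4.82 to −3.75) and −2.87 (−3.19 to −2.57), and Oasl1 was higher, at 2.75 (2.61 to 2.90).

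Interstitial cells of Wls cKO had more Icosl, at 4.19 (4.02 to 4.37), Igfbp3, which binds insulin-like growth factors, at 2.91 (2.88 to 2.95), Nrk, at 3.32 (3.26 to 3.39), and Dpt, at 2.75 (2.67 to 2.84). Stab1, a scavenger receptor, was lower, at −3.84 (−4.05 to −3.64), as was Plxna2, at −3.68 (−3.80 to −3.55). In control eTCs, all 27 measured cell cycle genes were higher than in interstitial cells, with a median of 4.27 (2.58 to 6.67). Pre-GCs of Wls cKO had more Sfrp1, at 3.14 (2.89 to 3.39), and less Irf6, at −4.46 (−4.71 to −4.22).

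The remaining gene lists had these median log2 ratios between G5 and G3, with the number of measured genes. They were −1.84 (4) for WNT ligands, −4.36 (2) for WNT receptors and secretion, −0.28 (6) for canonical WNT targets, 0.85 (3) for BMP and TGF-beta signalling, 0.31 (5) for the pre-GC state, 0.08 (4) for the unfolded protein response, −0.67 (3) for hypoxia, −0.49 (6) for glycolysis, −0.05 (10) for nuclear oxidative phosphorylation and −0.30 (12) for mitochondrially encoded mRNAs. Further medians were −0.38 (4) for steroid and −0.05 (5) for cholesterol synthesis, −0.89 (2) for p53 targets, 0.11 (3) for basement membrane, −0.43 (3) for nuclear-retained RNAs, −0.60 (2) for oocyte growth, −0.15 (1) for oocyte transcription factors and −0.37 (3) for meiotic genes. Among cell markers they were 0.60 (4) for theca, 1.47 (5) for interstitial cells, 0.45 (3) for OSE and −0.58 (1) for smooth muscle. No gene of the endothelial, leukocyte and erythrocyte lists was named.

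Among random lists drawn from all entries and from named entries, the median of the cell cycle list in G5 against G3 lay at percentiles 59.5 and 99.98, that of ribosomal proteins at 42.7 and 99.99, that of GC maturation at 45.2 and 97.3, that of canonical WNT targets at 7.45 and 40.5 and that of immediate early genes at 0 and 0.690. Interferon inducible genes lay at 100 in both. Canonical WNT targets in G1 lay at 0 and 0.02. The medians of the random lists themselves were −0.23 in G5 against G3 and −0.08 in O3 against O2 when drawn from named entries in the manner of GC cluster 3 and oocyte cluster 2, and 0.00 for both when drawn from all entries. In oocytes, the chaperones lay at 2.91 and 20.8, oocyte growth genes at 0.0900 and 0.660 in O1 and at 0 and 0.340 in O3 against O2, ribosomal proteins at 100 in both and mitochondrially encoded mRNAs at 0 in both.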
